# Elaiophylin reduces body weight and lowers glucose levels in obese mice by activating AMPK

**DOI:** 10.1038/s41419-021-04264-9

**Published:** 2021-10-20

**Authors:** Ruoxuan Bao, Yongmei Meng, Haibo Zhang, Chen Yang, Wei Li, Cheng Zhang, Jinye Zhang, Renqiang Sun, Zengxia Li, Wei Jiang, Chensong Zhang, Changsheng Zhang, Hai-Xin Yuan, Yongjun Dang

**Keywords:** Cell biology, Drug discovery

## Abstract

Obesity is an epidemic affecting 13% of the global population and increasing the risk of many chronic diseases. However, only several drugs are licensed for pharmacological intervention for the treatment of obesity. As a master regulator of metabolism, the therapeutic potential of AMPK is widely recognized and aggressively pursued for the treatment of metabolic diseases. We found that elaiophylin (Ela) rapidly activates AMPK in a panel of cancer-cell lines, as well as primary hepatocytes and adipocytes. Meanwhile, Ela inhibits the mTORC1 complex, turning on catabolism and turning off anabolism together with AMPK. In vitro and in vivo studies showed that Ela does not activate AMPK directly, instead, it increases cellular AMP/ATP and ADP/ATP ratios, leading to AMPK phosphorylation in a LKB1-dependent manner. AMPK activation induced by Ela caused changes in diverse metabolic genes, thereby promoting glucose consumption and fatty acid oxidation. Importantly, Ela activates AMPK in mouse liver and adipose tissue. As a consequence, it reduces body weight and blood glucose levels and improves glucose and insulin tolerance in both ob/ob and high-fat diet-induced obese mouse models. Our study has identified a novel AMPK activator as a candidate drug for the treatment of obesity and its associated chronic diseases.

## Introduction

An alarming increase in obesity has been observed worldwide, bringing about huge economic and social burdens [1–3]. Obesity is induced by an imbalance between caloric ingestion and energy expenditure, and it is associated with multiple metabolic disorders such as insulin resistance, hyperglycemia, and dyslipidemia. Furthermore, obesity is a high-risk factor for many chronic diseases, such as ﻿cardiovascular disorders, ﻿type-2 diabetes, and certain cancers [4–6]. Although increasing numbers of studies have focused on the development of anti-obesity drugs, safe and effective ﻿pharmacological options for obesity treatment remain elusive [7].

AMP-activated kinase (AMPK) is a highly conserved ﻿serine–threonine kinase that exists as a heterotrimeric complex consisting of catalytic α-subunits and regulatory β- and γ-subunits [8]. AMPK senses the energy status in cells by directly binding to AMP, ADP, or ATP via adenine nucleotide-binding sites on the γ-subunit. An increase of the AMP/ATP or ADP/ATP ratio, which is indicative of energy-stress conditions in cells, leads to conformational change and AMPK activation [9]. In addition, the phosphorylation of the conserved threonine in the activation loop of AMPK by upstream kinases [e.g., liver-kinase B1 ﻿(LKB1), calcium/calmodulin-dependent kinase kinase 2 (CAMKK2 or CAMKKβ)] is essential for its activation [10, 11]. Upon activation, AMPK inhibits ATP-consuming biosynthetic pathways, such as protein synthesis, and switches on catabolic pathways, including glucose uptake, glycolysis, and fatty acid oxidation [12]. The role of AMPK ﻿as an energy thermostat makes it an attractive target for obesity and its related complications [13, 14].

Natural products have long been used as the main source of drug discovery for various diseases [15, 16]. Elaiophylin (Ela), originally extracted from ﻿*Streptomyces melanosporus*, belongs to ﻿a special family of 16-membered macrodiolides with C2 symmetry [17]. It exhibits remarkable biological activities such as ﻿anticancer, antiangiogenic, and immunosuppressive properties [18]. Recent studies have shown that Ela, as an autophagy inhibitor, exhibited antitumor activity in ovarian cancer cells and ﻿multiple myeloma cells [19, 20]. As autophagy is a process controlled by metabolic regulators, including AMPK and mTOR, we sought to explore whether Ela targets metabolic processes. Our results demonstrate that Ela shows a significant effect on fat loss in obese mice with no obvious toxicity. We further illustrate that Ela activates AMPK in mouse tissues, as well as multiple cell lines, by rapidly inducing energy-stress conditions in cells. Our findings suggest that Ela is a novel and potent AMPK activator, which may be a therapeutic candidate for the treatment of obesity and its related complications.

## Results

### Ela treatment induces fat loss in obese mice

To investigate whether Ela has any metabolic effect on obesity, we first used the obese ob/ob mouse model. Treatment of Ela showed a moderate reduction in food intake (Fig. 1a), so pair feeding was included in our study to eliminate the anorexigenic effect of Ela. Interestingly, although the pair-fed group showed body-weight reduction compared with the DMSO group, administration of Ela caused a larger extent of weight loss, and the effect was persistent during drug treatment (Fig. 1b). It is worth noting that body weight of pair-fed animals underwent fluctuation during the first one week, and then showed a steady rise during the rest experimental period, which indicated that these mice were adapted to mild fasting. Body-composition analysis revealed that the weight loss might have been due to inhibition of fat accumulation, but not lean or fluid (Fig. 1c). Consistently, Ela treatment significantly ameliorated steatosis in the obese mouse liver, as evidenced by the reduced accumulation of lipid droplets (Fig. 1d). In parallel, the size of adipocytes in brown adipose tissues (BAT), epididymal white-adipose tissues (EWAT), and inguinal white-adipose tissues (IWAT) was reduced by Ela (Fig. 1d). Nevertheless, Ela treatment lowered plasma levels of HDL and cholesterol, but not triglycerides or LDL (Fig. 1e). Moreover, blood ALT and AST levels were decreased by Ela treatment, indicating that fatty liver of obese mice was improved (Fig. 1e).

**Fig. 1:**
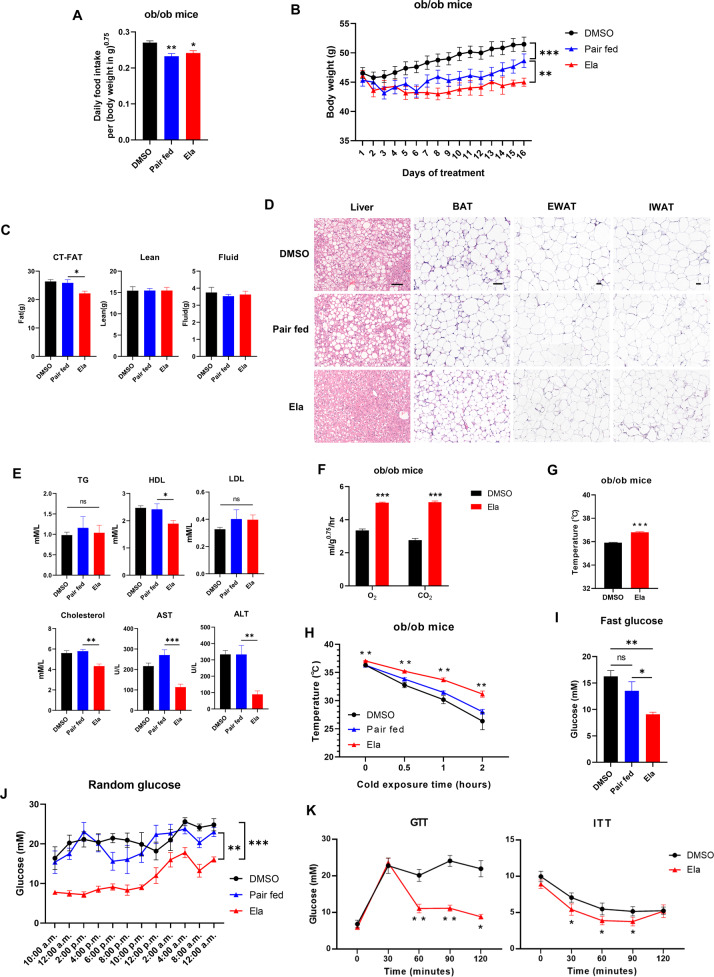
Ela treatment induces fat loss in ob/ob mice. **A** Food intake of ob/ob mice treated with DMSO or 5 mg/kg Ela. *n* = 6. **B** Body weight of ob/ob mice intraperitoneally injected with DMSO or Ela every three days, *n* = 6. **C** Body composition of ob/ob mice treated as in 1B for two weeks was measured by mice MRI system, *n* = 6. **D** Representative hematoxylin and eosin staining from liver, BAT, EWAT, and IWAT in ob/ob mice treated as in 1B for two weeks. BAT, brown-adipose tissue; IWAT, inguinal white-adipose tissue; EWAT, epididymal white adipose tissue. Scale bar, 50 μm. **E** Plasma triglyceride (TG), HDL, LDL, cholesterol, and AST and ALT were measured in ob/ob mice treated with DMSO or Ela for two weeks, *n* = 6. **F** Oxygen-consumption levels and CO_2_ production over a 24-h period in ob/ob mice treated with DMSO or Ela after two weeks, *n* = 6. **G, H** Rectal body temperature of ob/ob mice treated with DMSO or Ela for two weeks at room temperature or during cold exposure. Statistically significant differences in H were compared with pair-fed group, *n* = 6. **I, J** Fast and random glucose level of ob/ob mice treated as in 1B for two weeks. Fasting-glucose level recorded after a 6-h fast. Random glucose level was chased for 26 h *n* = 6. **K** Glucose tolerance test (GTT) and insulin-tolerance test (ITT) on ob/ob mice treated as in 1B after two weeks *n* = 6. Data are expressed as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001 for the indicated comparisons by one-way ANOVA with Tukey tests, except for **B**, **H**, **J**, **K**, two-way ANOVA and **F**, **G**, two-tailed unpaired Student’s *t*-test. ns = not significant.

Next, we determined the actions of Ela on energy expenditure. During a 24-h light/dark cycle, mice with Ela treatment exhibited higher oxygen consumption and carbon dioxide production rates than the controls (Fig. 1f). Furthermore, a cold-tolerance test was performed to measure adaptive thermogenesis. Mice with Ela treatment had higher basal temperatures, indicating increased metabolism and thermogenesis (Fig. 1g). Consistently, when exposed to cold, body temperatures of ob/ob mice dropped quickly, whereas the Ela-treated group showed increased cold resistance (Fig. 1h), suggesting that Ela treatment improves adaption to cold exposure through thermogenesis.

Obesity is an important cause of insulin resistance and impaired glucose homeostasis [21]. Thus, we investigated whether Ela administration improves glucose ﻿parameters. Indeed, the levels of fasting glucose were decreased in mice treated with Ela (Fig. 1i). Moreover, the Ela-treated group showed decreased blood glucose level compared with the control and pair-fed groups during a 26-h tracing period (Fig. 1j). We also performed a glucose-tolerance test (GTT) and an insulin-tolerance test (ITT) in ob/ob mice, and observed that Ela treatment significantly lowered blood glucose levels in both tests (Fig. 1k). Our results demonstrate that Ela treatment reduces body and fat weight, promotes respiration, and ameliorates glucose tolerance in obese mice.

To better mimic the pathological development of obesity, high-fat diet (HFD)-induced obese mouse model was used for Ela treatment. As observed in ob/ob mice, Ela treatment significantly decreased body weight with a slight reduction of food intake in HFD mice (Fig. 2a, b). Body composition, histological, and serum analysis further revealed inhibition in fat accumulation in Ela-treated HFD mice (Fig. 2c–e). As expected, mice with Ela treatment displayed enhanced energy expenditure and decreased blood glucose levels (Fig. 2f–i). Taken together, these results indicate that Ela has anti-obesity and glucose-lowering effects in the two obesity mouse models.

**Fig. 2:**
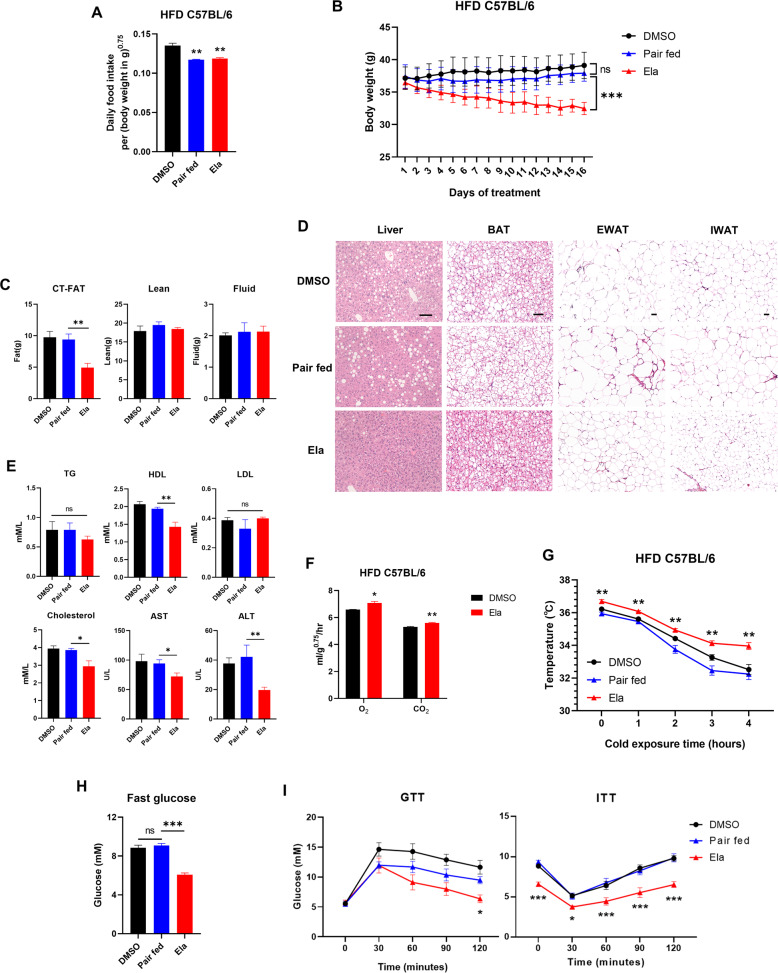
Ela treatment induces fat loss in diet-induced obese mice. **A** Food intake of HFD mice treated with DMSO or 5 mg/kg Ela, *n* = 6. **B** Body weight of HFD mice intraperitoneally injected with DMSO or Ela every three days, *n* = 6. **C** Body composition of HFD mice treated as in 2B for two weeks was measured by mice MRI system, *n* = 6. **D** Representative hematoxylin and eosin staining from liver, BAT, EWAT, and IWAT in HFD mice treated as in 2B for two weeks. BAT brown-adipose tissue, IWAT inguinal white-adipose tissue, EWAT epididymal white-adipose tissue. Scale bar, 50 μm. **E** Plasma triglyceride (TG), HDL, LDL, cholesterol, and AST and ALT were measured in HFD mice treated with DMSO or Ela for two weeks, *n* = 6. **F** Oxygen-consumption levels and CO_2_ production over a 24-h period in HFD mice treated with DMSO or Ela after two weeks, *n* = 6. **G** Rectal body temperature of HFD mice treated with DMSO or Ela for two weeks during cold exposure. Statistically significant differences were compared with pair-fed group, *n* = 6. **H** Fasting-glucose level recorded after a 6-h fast in HFD mice treated as in 2B for two weeks *n* = 6. **I** Glucose-tolerance test (GTT) and insulin-tolerance test (ITT) on HFD mice treated as in 2B after two weeks *n* = 6. Data are expressed as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001 for the indicated comparisons by one-way ANOVA with Tukey tests, except for **B**, **G**, **I**, two-way ANOVA and **F**, two-tailed unpaired Student’s *t*-test. ns = not significant.

Drug treatment-related side effects are major challenges in medical translation. To evaluate the toxicity at the effective dose, wild-type C57BL/6 J mice were taken advantage as a nonobese model. Body weight and food intake were not affected by Ela treatment in nonobese mice (Supplementary Figs. 1a, b). Furthermore, histological morphology of the major organs and blood hemogram showed no statistical difference between Ela and DMSO groups (Supplementary Figs. 1c, d). Consistently, histological examination of vital organs and blood routine examination revealed no obvious toxicity of Ela treatment in both ob/ob and HFD mice (Supplementary Fig. 2, 3). Thus, our in vivo toxicity evaluation indicated that Ela is a potent and safe natural compound.

### Ela activates AMPK in the liver and adipose tissues

To explore the mechanism of Ela in lowering blood glucose levels, we performed a short-term Ela treatment study on wild-type C57BL/6 J mice. Similar to the observations in obese mice, intraperitoneal injection of Ela induced a rapid decrease in glucose levels at 1–6 h after Ela treatment, which gradually recovered to a normal level at 20 h after treatment (Fig. 3a). Mouse liver, EWAT, and muscle were harvested after Ela administration for subsequent analysis. Interestingly, AMPK, a key energy sensor and regulator, was rapidly activated by Ela within 0.5 h in the liver and EWAT, as evidenced by the increase in Thr172 phosphorylation on the AMPK-α subunit (Fig. 3b). However, AMPK activation was not observed within 1 h in the muscle. It might be caused by the inability of Ela to penetrate to the muscle within a short treatment period. Thus, we extended the Ela treatment time to 4 or 8 h and found that AMPK activation peaked at 4 h and declined at 8 h in the liver, while in the muscle, AMPK activation was only detected at 8 h after Ela treatment (Fig. 3c). Due to the effect of Ela on fat loss and the significant activation of AMPK in EWAT, we also tested other adipose tissues, including BAT and IWAT, for AMPK activation. Consistently, AMPK was rapidly activated within 1 h and remained activated until 4 h after Ela treatment (Fig. 3d).

**Fig. 3:**
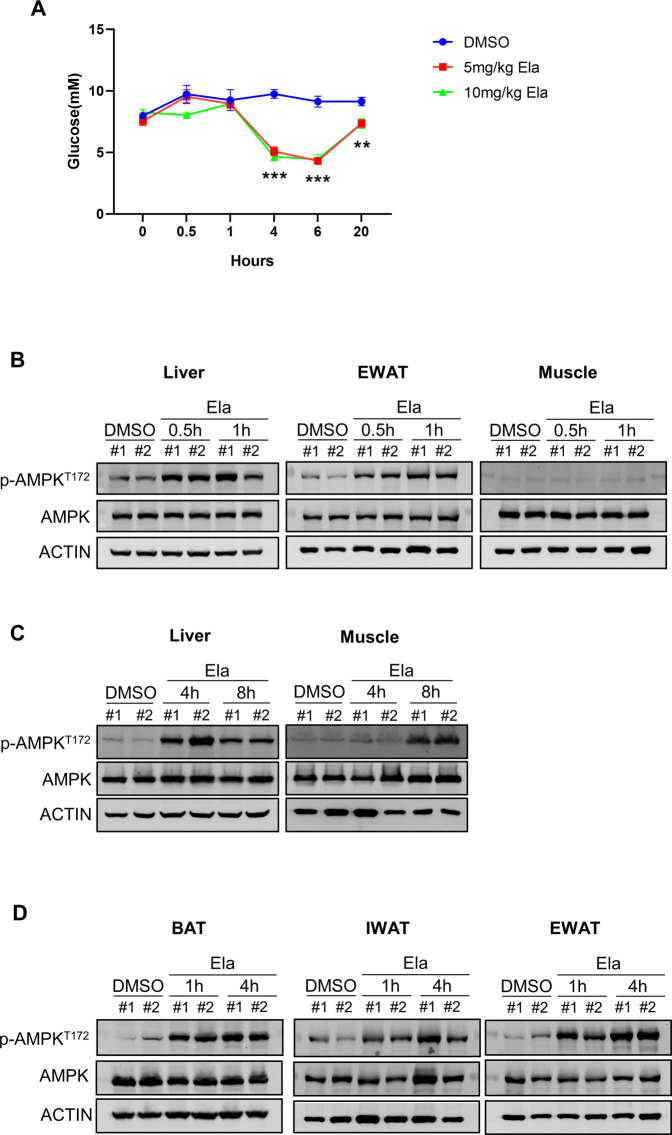
Ela activates AMPK in the liver and adipose tissues. **A** Wild-type C57BL/6 mice were intraperitoneally injected with DMSO, 5 mg/kg Ela or 10 mg/kg Ela. Blood glucose level was monitored at 0 h, 0.5 h, 1 h, 4 h, 6 h, and 20 h after injection *n* = 5. **B** Wild-type C57BL/6 mice were intraperitoneally injected with DMSO or Ela (80 mg/kg). Mice livers, EWAT, and muscles were harvested 0.5 h and 1 h after injection. WB analysis was performed with the indicated antibodies. **C** Wild-type C57BL/6 mice were intraperitoneally injected with DMSO or Ela (40 mg/kg). Mice livers and muscles were harvested 4 h and 8 h after injection. WB analysis was performed with the indicated antibodies. **D** Wild-type C57BL/6 mice were intraperitoneally injected with DMSO or Ela (80 mg/kg). Adipose tissues from different fat-pad depots were harvested 1 h and 4 h after injection. WB analysis was performed with the indicated antibodies. Data are expressed as mean ± SEM. **P < 0.01, ***P < 0.001 for the indicated comparisons by two-way ANOVA.

### Ela activates AMPK in multiple cell lines

These results strongly suggest that Ela might induce metabolic changes by targeting AMPK. To verify this, we treated HEK293T and mouse embryonic fibroblasts (MEFs) with Ela, and then observed AMPK activation in a dose-dependent manner (Fig. 4a, b). AMPK and mTOR play antithetical roles in governing cellular metabolism, and AMPK can suppress mTORC1 activity by phosphorylating the TSC1/2 complex and Raptor subunit [22, 23]. Consistent with this, we observed suppression of mTORC1 activity in response to Ela treatment, as evidenced by the dephosphorylation of mTORC1 targets, S6K1 and 4EBP1 (Fig. 4a, b). By contrast, phosphorylation of Akt-Ser473, a target of the mTORC2 complex [24], was not affected by Ela treatment, which indicates that Ela only affects the AMPK–mTORC1 axis. It is notable that MEF cells are much more sensitive to Ela treatment. Therefore, we performed a downtitration experiment in MEF cells to identify the minimum effective dose of Ela. The results showed that Ela was able to activate AMPK at a concentration as low as 0.2 μM (Fig. 4c).

**Fig. 4:**
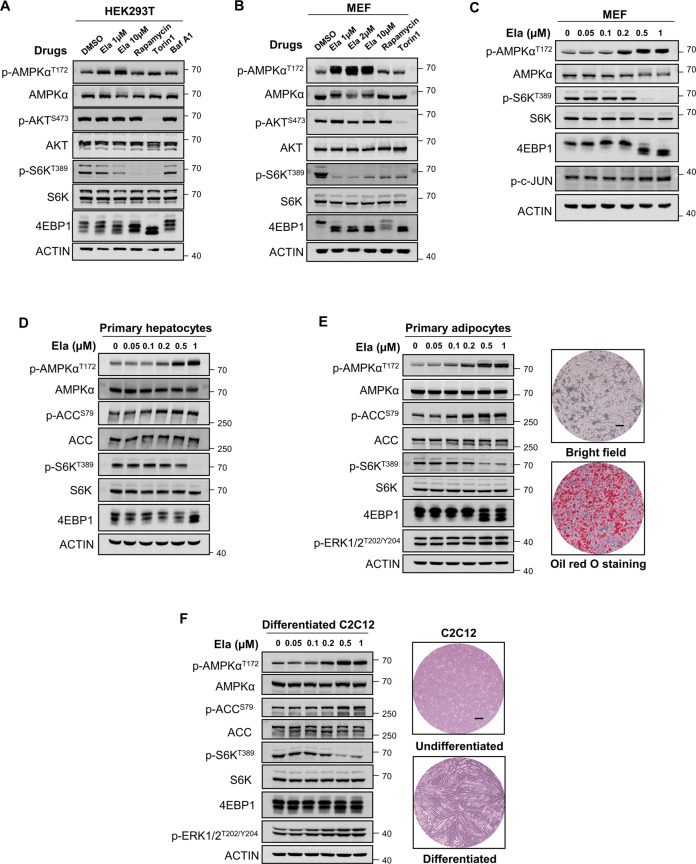
Ela activates AMPK in multiple cell lines. **A** HEK293T cells were treated with DMSO, Ela (1 μM), Ela (10 μM), mTORC1 inhibitor Rapamycin (0.1 μM), mTORC1/2 inhibitor Torin1 (0.1 μM), and autophagy inhibitor bafilomycin A1 (0.1 μM) for 3 h, then cells were harvested, and p-AMPKα^T172^, AMPKα, p-AKT^S473^, AKT, p-S6K^T389^, S6K, and 4EBP1 were detected by WB. **B** Mouse embryonic fibroblasts (MEFs) were treated with DMSO, Ela (1 μM), Ela (2 μM), Ela (10 μM), Rapamycin (0.1 μM), and Torin1 (0.1 μM) for 2 h, then cells were treated with Ela at the indicated concentration for 1 h. Later, cells were lysed and applied for WB. **C** Mouse embryonic fibroblasts (MEFs) were treated with Ela at the indicated concentration for 1 h, then cells were harvested and followed by WB. **D** Primary hepatocytes were isolated from wide-type C57BL/6 mice liver by two-step perfusion and then treated with Ela at the indicated concentration for 1 h. Cells were then lysed and followed by WB analysis. **E** Precursor cells were isolated from wide-type C57BL/6 mice inguinal white adipose tissue and induced to differentiation while the differentiation rate was shown by oil-red O staining. The mature primary adipocytes were treated with Ela at the indicated concentration for 1 h and followed by WB analysis. Scale bar, 100 μm. **F** Mouse myoblast C2C12 was induced to differentiation, and C2C12 myotubes were treated with Ela for the indicated concentration for 1 h. Cells were then harvested and applied for WB. Scale bar, 100 μm.

To further verify the effects of Ela on metabolic tissues, primary hepatocytes were subjected to Ela treatment. Similar to the observations in MEFs, Ela at concentrations greater than 0.2 μM promoted the phosphorylation of AMPK as well as its substrate acetyl coenzyme-A carboxylase (ACC) (Fig. 4d). In addition, we also isolated preadipocytes and induced adipogenic differentiation. Mature adipocytes were treated with Ela, which induced a similar AMPK activation as in hepatocytes (Fig. 4e). To validate Ela function in skeletal muscle, mouse C2C12 myoblasts were used as a model to mimic skeletal muscle [25]. Interestingly, Ela also significantly promoted the phosphorylation of AMPK and ACC at a dose comparable to that used in other cell studies (Fig. 4f). Collectively, the results suggest that Ela is a novel AMPK activator that can activate AMPK in multiple cell lines and primary cells.

### Ela activates AMPK through LKB1

The aforementioned observations prompted us to investigate the mechanism of AMPK activation by Ela. It was recently reported that the v-ATPase–Ragulator complex is essential for mTORC1 and AMPK docking and activation by the availability of glucose [26]. As Ela activates AMPK and inhibits mTORC1, we first explored whether it is required for this process. MEFs were pretreated with bafilomycin A1, an inhibitor of v-ATPase, followed by Ela administration. Bafilomycin A1 effectively promoted the conversion of LC3-I to LC3-II, a marker of autophagy [27], but had no influence on Ela-induced AMPK activation (Fig. 5a). Ela has been described as an autophagy inhibitor with long-term treatment [19], so we further explored the role of Ela on autophagy with different period of treatment. Interestingly, short-term Ela treatment led to increased conversion of LC3-II and p62 degradation (Supplementary Fig. 4a), indicating an increase of autophagy flux that resulted from AMPK activation. However, cells with long-term Ela treatment exhibited an increase of both p62 level and conversion of LC3-II (Supplementary Fig. 4b), which indicated autophagy inhibition and is consistent with previous studies [19, 20]. p18 (also known as LAMTOR1) is a membrane anchor of the v-ATPase–Ragulator complex on late endosomes/lysosomes [28]. We tested the effects of Ela in p18^+/+^ and p18^−/−^ MEFs, and observed that AMPK activation was identical in both cell lines (Fig. 5b). Taken together, these results suggest that Ela activates AMPK independent of lysosomal docking and signaling.

**Fig. 5:**
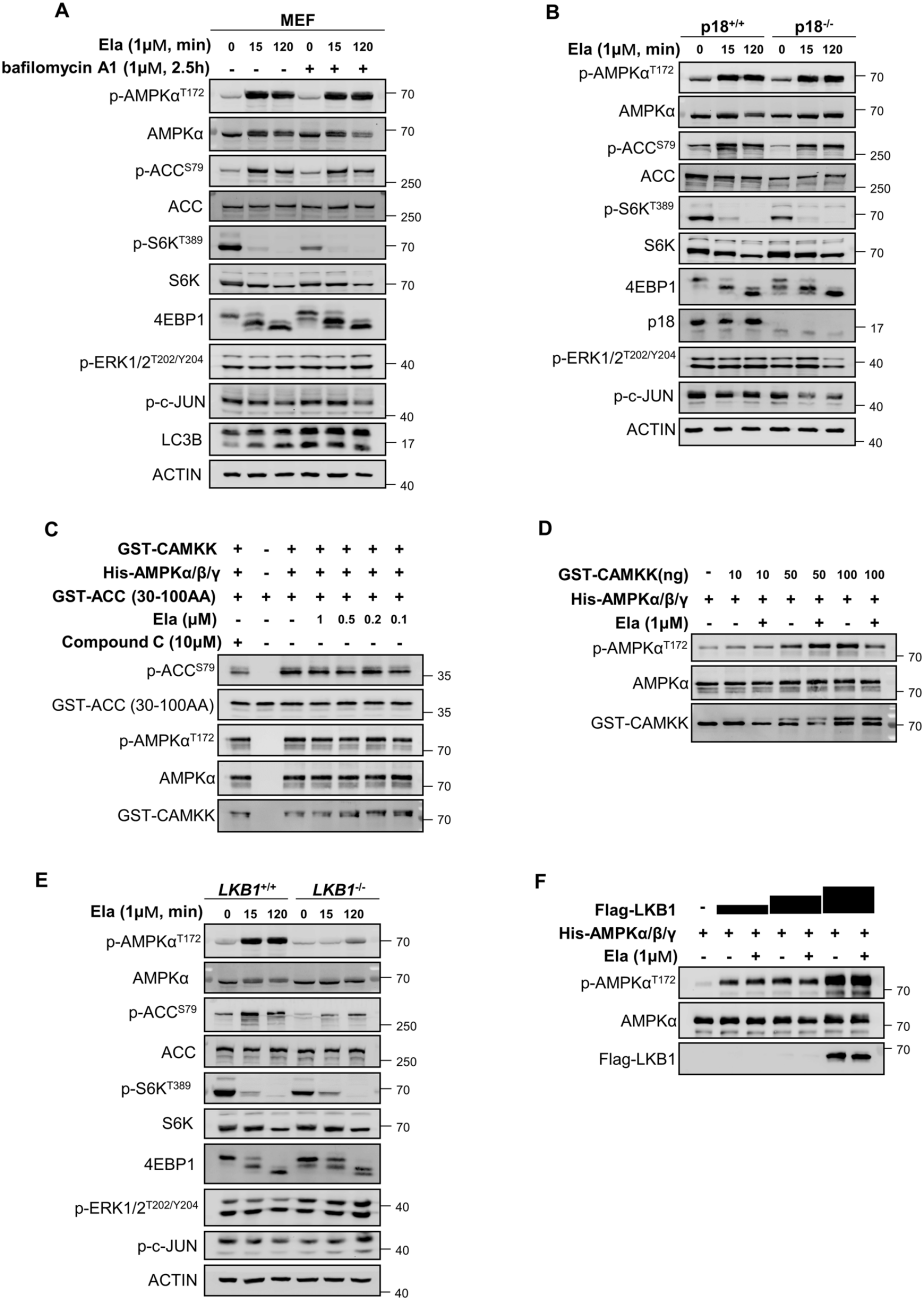
Ela activates AMPK through LKB1. **A** Mouse embryonic fibroblasts (MEFs) were pretreated with 1 μM bafilomycin A1 at first and then cells were treated with 1 μM Ela for the indicated time. Cells were then lysed and applied for WB. **B** p18^+/+^ and p18^−^^/^^−^ MEFs were treated with 1 μM Ela for the indicated time, then cells were harvested and followed by WB. **C** Purified GST-CAMKK, His-AMPK *α*/*β*/*γ*, and GST-ACC (30–100AA) were incubated with Ela at the indicated concentration in the kinase buffer for 30 min. The reaction was terminated by addition of SDS-loading buffer and was analyzed by WB. Compound C was used as a negative control. **D** Purified GST-CAMKK and His-AMPK *α*/*β*/*γ* were incubated with or without Ela in the kinase buffer for 30 min. The reaction was terminated by addition of SDS loading buffer and was analyzed by WB. **E** *LKB1*^+/+^ and *LKB1*^−/−^ MEFs were treated with 1 μM Ela for the indicated time, then cells were harvested and applied for WB. **F** Purified FLAG-LKB1 and His-AMPK α/β/γ were incubated with or without Ela in the kinase buffer for 30 min. The reaction was terminated by addition of SDS-loading buffer and was analyzed by WB.

Then, we considered whether Ela could directly bind to and promote the kinase activity of AMPK. In vitro kinase assay was performed by using recombinant His-AMPK as the kinase and GST-ACC fragment as the substrate. In fact, no increase of ACC phosphorylation was observed with addition of Ela up to 1 μM (Fig. 5c). As a control, compound C, a known inhibitor of AMPK, compromised ACC phosphorylation by AMPK in vitro (Fig. 5c). Thus, Ela is unlikely to directly target the kinase activity of AMPK.

Activation of AMPK requires phosphorylation of the Thr172 site, which is mainly catalyzed by CAMKK2 or LKB1. We tested whether Ela can promote AMPK phosphorylation by upstream kinases. In vitro kinase assays showed that AMPK–T172 phosphorylation was elevated with increasing amounts of CAMKK2. However, Ela did not promote the activity of CAMKK2 toward AMPK (Fig. 5d). We also used the CAMKK inhibitor STO-609 or the Ca^2+^ chelator BAPTA-AM to pretreat cells, and observed that they did not affect Ela-induced AMPK activation (Supplementary Fig. 4c, d). These data indicate that CAMKK2 is not required for AMPK activation by Ela. Nonetheless, phosphorylation of AMPK and its target ACC was largely compromised in *LKB1*^−^^/−^ MEFs, compared with the normal activation in *LKB1*^+/+^ MEFs (Fig. 5e). Interestingly, Ela did not promote the activity of LKB1 toward AMPK–Thr172 as revealed by in vitro kinase assays (Fig. 5f). These results demonstrate that AMPK phosphorylation by LKB1 is essential for Ela-induced AMPK activation, but LKB1 is not a direct target of Ela.

### Ela induces energy stress by rapidly increasing AMP/ATP and ADP/ATP ratios

To further explore how Ela activates AMPK, we performed an Ela time-course experiment. Interestingly, AMPK activation was observed as early as 2 min after Ela treatment in MEFs (Fig. 6a). Similar results were also observed in primary hepatocytes, adipocytes, and differentiated C2C12 cells, although the activation in C2C12 cells was a little slower than that in the other two cell types (Fig. 6b–d). Moreover, mTORC1 inhibition occurred significantly later than AMPK activation (Fig. 6a–d), further supporting the conclusion that mTORC1 inhibition is downstream of AMPK and Ela specifically targets the AMPK–mTORC1 axis. Cellular toxicity of Ela was examined by Western blot of apoptotic markers and PI/Annexin V staining and showed no obvious toxicity (Supplementary Fig. 5).

**Fig. 6:**
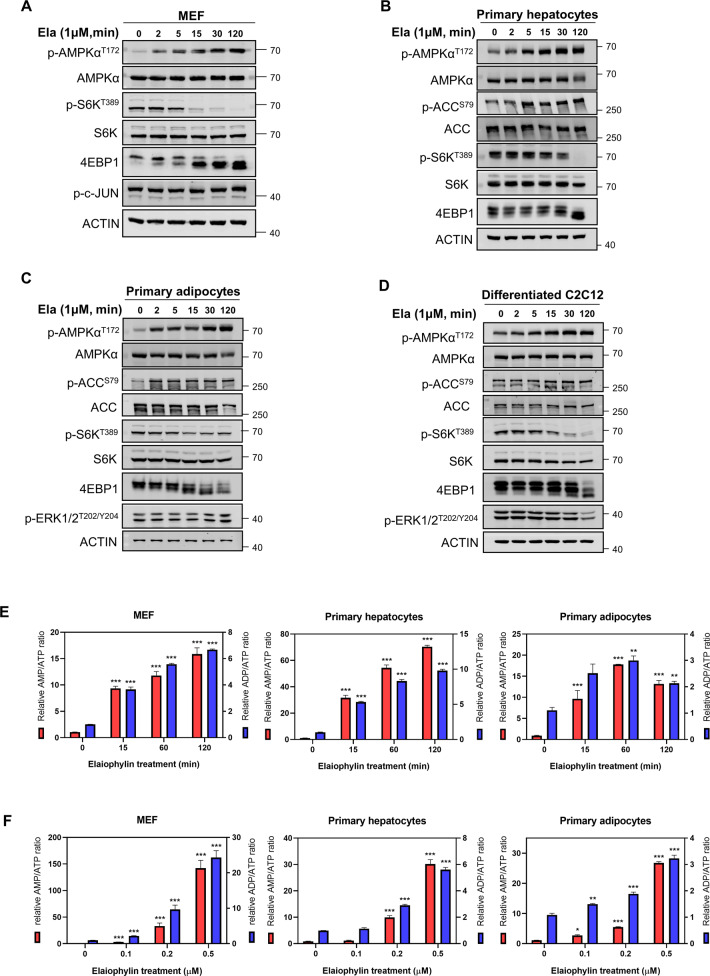
Ela induces energy stress by rapidly increasing AMP/ATP and ADP/ATP ratios. **A** Mouse embryonic fibroblasts (MEFs) were treated with 1 μM Ela for the indicated time, then cells were harvested and followed by WB. **B** Primary hepatocytes were treated with 1 μM Ela for the indicated time. Later, cells were harvested and applied for WB. **C** The mature primary adipocytes were treated with 1 μM Ela for the indicated time. Then cells were harvested and followed by WB. **D** C2C12 myotubes were treated with 1 μM Ela for the indicated time. Later, cells were harvested and applied for WB. **E** Mouse embryonic fibroblasts (MEFs), primary hepatocytes, and the mature primary adipocytes were treated with 0.5 μM Ela for indicated time. Intracellular AMP, ADP, and ATP levels were determined by LC–MS. Relative AMP/ADP and ADP/ATP ratio was shown. **F** Mouse embryonic fibroblasts (MEFs), primary hepatocytes, and the mature primary adipocytes were treated with Ela for 1 h at the indicated concentration. Intracellular AMP, ADP, and ATP levels were determined by LC–MS. Relative AMP/ADP and ADP/ATP ratio was shown. Data are expressed as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001 for the indicated comparisons by one-way ANOVA with Tukey tests.

The rapid activation in AMPK by Ela treatment led us to hypothesize that Ela may induce rapid metabolic changes within cells. In addition to being phosphorylated by upstream kinases, cellular energy stress reflected by changes in the adenine-nucleotide level is also essential for AMPK activation [29]. For this reason, we measured AMP, ADP, and ATP levels in MEF, primary hepatocytes, and differentiated primary adipocytes. Interestingly, Ela treatment resulted in a rapid and robust increase in AMP/ATP and ADP/ATP ratios (Fig. 6e). This increase was sustained until 2 h, whereas a decrease was observed in adipocytes at 2 h. We also measured AMP/ATP and ADP/ATP ratios in response to different concentrations of Ela and found that both ratios were significantly elevated at a dose of 0.2 μM (Fig. 6f), which was identical to the effective dose of Ela on AMPK activation (Fig. 4). Collectively, it can be concluded that Ela is able to rapidly increase cellular AMP/ATP and ADP/ATP ratios, thereby leading to AMPK activation in a LKB1-dependent mechanism.

### Ela treatment accelerates glucose consumption and fatty acid oxidation

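Primary hepatocytes are liver parenchymal cells taken from an animal and kept in culture for a short time, and here they came from wild-type C57BL/6 mice and were treated for 6 h with the solvent DMSO or with 0.5 μM Ela. RNA-seq, which reads the sequences of RNA copied into DNA, was carried out on 3 libraries of each treatment, numbered 1 to 3. The authors deposited for each library 1 TPM value per gene, the unit on the axis of Fig. 7A, in which reads are divided by transcript length and scaled so that every library sums to 1000000. The paper's text does not name the aligner, the quantification program, the genome build or the annotation. Each library holds 55924 rows, of which 55487 are Ensembl gene identifiers and 437 are assembled loci with MSTRG identifiers, and 55141 of the Ensembl identifiers have a symbol in GENCODE M21. TPM keeps no record of the number of reads, so the depth of the libraries is unknown and no counting error can be given. The precision rests on the spread between the 3 libraries of a treatment. Neither the labels nor the paper's text say whether these come from separate animals or from dishes of a single hepatocyte preparation. The SD and the p-values given here may therefore not extend beyond a single preparation. Between 11705 and 12105 genes had a TPM of at least 1 in a library. The values, written with 2 decimals, were used on the log2(TPM + 1) scale, on which the change of a gene with a low TPM is understated. Libraries of the same treatment had correlations across genes between 0.981 and 0.987, and libraries of different treatments between 0.961 and 0.971. Differences were tested with limma over the 12009 genes with a TPM of at least 1 in at least 3 libraries, with Benjamini-Hochberg adjustment of the p-values. The libraries carry replicate numbers in both treatments, but same-numbered libraries did not deviate together from their group means (correlations across genes of -0.03, -0.11 and 0.05).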

To further evaluate the impact of Ela-induced AMPK activation in the liver, we performed RNA-sequencing (RNA-seq) analysis on primary hepatocytes treated with or without Ela. Significant changes in a number of transcripts related to glucose consumption were observed by Ela treatment, including an upregulation of *Glut1* and a downregulation of *Txnip* (Fig. 7a), with the latter one reported to suppress glucose uptake [30]. Moreover, a number of glycolytic genes, such as *Hk1*, *Hk2*, and *Pfkp*, were upregulated (Fig. 7a). 

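Glut1 is the product of Slc2a1 (ENSMUSG00000028645), a glucose transporter gene on chromosome 4 from 119108711 to 119137983 in GENCODE M21 (GRCm38). Its TPM was 43.9 ± 5.19 (SD, n = 3) with DMSO and 158 ± 10.2 (SD, n = 3) with Ela, a log2 fold change of 1.83 with a standard error of 0.09 and an adjusted p of 5.44e-05 from limma. Leaving out each library in turn kept the log2 fold change between 1.78 and 1.92. Txnip (ENSMUSG00000038393), on chromosome 3 from 96557957 to 96561883 of the same annotation, encodes the thioredoxin-interacting protein. Its TPM was 102 ± 14.4 (SD, n = 3) with DMSO and 23.2 ± 2.45 (SD, n = 3) with Ela. The log2 fold change of Txnip was -2.09, with a standard error of 0.12 and an adjusted p of 8.1e-05 from limma. For both genes the 3 Ela libraries lay outside the range of the 3 DMSO libraries, and the two-sided exact permutation test gave p = 0.1, the smallest p that 3 libraries against 3 allow. With the replicate number as a block, limma's adjusted p was 0.000257 for Slc2a1 and 0.000371 for Txnip. The alternative that moved Slc2a1 most was trimmed mean scaling of the libraries, with a log2 fold change of 2.07.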

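Hk1 (ENSMUSG00000037012, chromosome 10 from 62268855 to 62379908 of GRCm38 in GENCODE M21) and Hk2 (ENSMUSG00000000628, chromosome 6 from 82725025 to 82774454) encode hexokinases, which phosphorylate glucose in the first step of glycolysis. The TPM of Hk1 rose from 2.89 ± 0.178 with DMSO to 8.55 ± 0.681 with Ela (SD, n = 3 each), and its log2 fold change was 1.29 (standard error 0.10, limma adjusted p = 0.000305). The change of Hk2 was smaller, from 6.93 ± 0.88 to 11.6 ± 1.59 TPM (SD, n = 3 each), with a log2 fold change of 0.66 (standard error 0.13, limma adjusted p = 0.00603). Pfkp (ENSMUSG00000021196, chromosome 13 from 6579768 to 6648777), the platelet type of phosphofructokinase, went from 5.2 ± 0.716 to 17.6 ± 4.97 TPM (SD, n = 3 each). The 3 Ela libraries gave 23.15, 16.21 and 13.51 TPM for Pfkp, so the spread with Ela was wider than with DMSO, but its log2 fold change of 1.56 was above the standard error of 0.19 (limma adjusted p = 0.00136). Among the further genes of glucose metabolism in Fig. 7A, the log2 fold change was 1.17 for Pkm, 1.01 for Aldoa, 0.89 for Pfkfb3 and 1.34 for Gys1, with limma adjusted p-values between 0.000104 and 0.000937. The symbol Aldoa belongs to 2 Ensembl identifiers on chromosome 7, and the value is that of ENSMUSG00000030695, with a mean of 457 TPM with DMSO, while ENSMUSG00000114515 had a mean of 0.29 TPM. Pdk3 and Gfpt2 were under the filter of 1 TPM in 3 libraries. Their means went from 0.463 ± 0.114 to 1.00 ± 0.267 TPM for Pdk3 and from 0.433 ± 0.0737 to 0.763 ± 0.0777 TPM for Gfpt2 (SD, n = 3 each), with no overlap between the treatments. In the limma test without this filter their adjusted p-values over all genes were 0.0708 and 0.0545. With the replicate number as a block, limma's adjusted p was 0.00395 for Hk1, 0.0258 for Hk2 and 0.00186 for Pfkp.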

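The free fatty acid receptor gene Ffar4 (ENSMUSG00000054200), the stearoyl-CoA desaturase gene Scd2 (ENSMUSG00000025203) and the cholesterol 25-hydroxylase gene Ch25h (ENSMUSG00000050370) lie on chromosome 19 of GRCm38, starting at 38097071, 44293674 and 34473778 in GENCODE M21. All 3 had low TPM in the hepatocytes. Ffar4 had 1.63 ± 0.2 TPM with DMSO and 5.51 ± 0.742 TPM with Ela (SD, n = 3 each), which gave a log2 fold change of 1.30, a standard error of 0.13 and a limma adjusted p of 0.000683. Ch25h had 2.28 ± 0.41 and 4.41 ± 0.148 TPM (SD, n = 3 each), with a log2 fold change of 0.73, a standard error of 0.12 and a limma adjusted p of 0.004. Scd2 had 2.36 ± 0.317 and 3.86 ± 0.942 TPM (SD, n = 3 each), and its log2 fold change of 0.52 had a standard error of 0.16 and a limma adjusted p of 0.0319. In the fits that left out DMSO replicate 2, DMSO replicate 3 or Ela replicate 1, the limma adjusted p of Scd2 exceeded 0.05. The highest was 0.096, and it was 0.108 when genes with a low TPM were kept in the test. The limma adjusted p-values of Ffar4 and Ch25h stayed at or under 0.0203 when any library was left out and when those genes were kept. With the replicate number as a block the limma adjusted p was 0.00378 for Ffar4, 0.018 for Ch25h and 0.0392 for Scd2. In each of the 3 genes every Ela library was above every DMSO library (two-sided exact permutation test, p = 0.1).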

Ela treatment also resulted in increases in *Ffar4*, *Scd2*, and *Ch25h*, which was indicative of accelerated fatty acid oxidation (Fig. 7a). These expression changes were verified by quantitative RT-PCR (qRT-PCR) analysis (Fig. 7b). In addition, we also detected a decreased TXNIP protein level after Ela-induced AMPK activation in both primary hepatocytes and mature adipocytes (Fig. 7c).

**Fig. 7:**
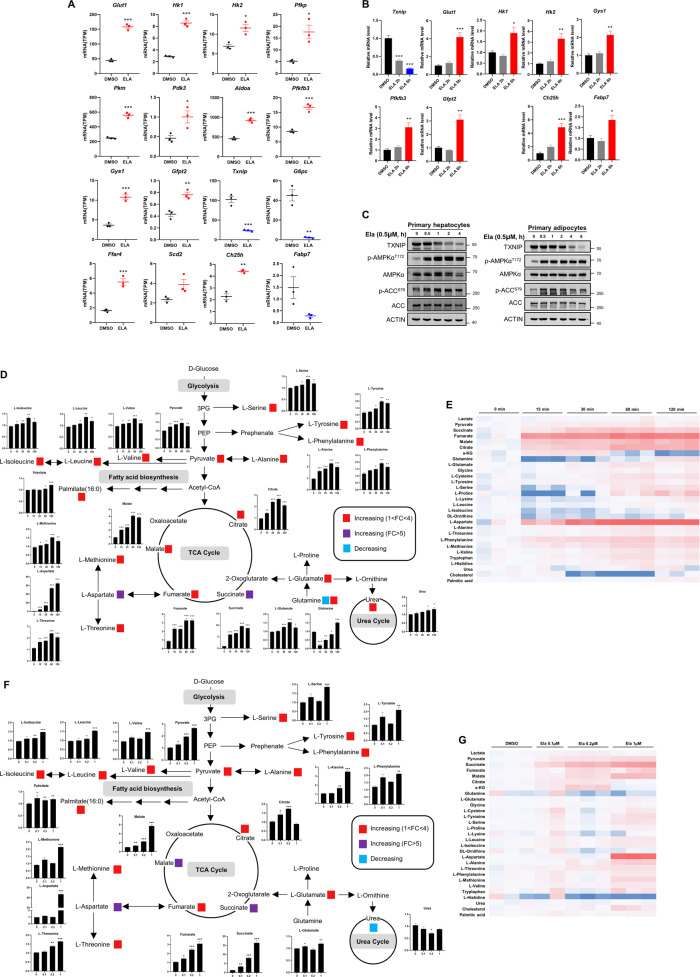
Ela treatment accelerates glucose consumption and fatty acid oxidation. **A** RNA-seq data of primary hepatocytes treated with DMSO or 0.5 μM Ela for 6 h showed that *Txnip* was downregulated, while *Glut1* and multiple metabolic enzymes involved in glucose consumption and fatty acid oxidation were upregulated by ELA treatment. **B** Primary hepatocytes were treated with DMSO or 0.5 μM Ela for the indicated time. mRNA levels of *Txnip*, *Glut1*, and several metabolic enzymes after treatment were quantified by qRT-PCR. **C** Primary hepatocytes and the mature adipocytes were treated with 0.5 μM Ela for the indicated time. Cells were then lysed and applied for WB. **D** Primary hepatocytes were treated with 0.5 μM Ela for the indicated time. Intracellular intermediates involved in glycolysis, TCA cycle, and amino acid metabolism were determined by GC–MS. The schematic diagram of metabolic flux that included those metabolites is shown. **E** Primary hepatocytes were treated with Ela at the indicated concentration for 1 h. Intracellular intermediates involved in glycolysis, TCA cycle and amino acid metabolism were determined by GC–MS. The schematic diagram of metabolic flux that included those metabolites is shown. **F, G** Heat map of metabolites detected in 3D and 3E. Data are expressed as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001 for the indicated comparisons by one-way ANOVA with Tukey tests, except for **A**, two-tailed unpaired Student’s *t*-test.

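Of the 16 genes in Fig. 7A, 13 passed the filter of 1 TPM in at least 3 libraries. All 13 had a limma adjusted p under 0.05 in the direction the figure shows, both over the 12009 genes tested and over these genes alone. With no filter on low TPM, 12 of the 16 genes had an adjusted p under 0.05 over all genes, and 16 did when the adjustment covered the 16 genes alone. The paper named these genes as changed from the same libraries, so an adjustment over them alone is not an independent test. All 13 also had an adjusted p under 0.05 with the replicate number as a block. In all 16 genes the treatments did not overlap, which is the case for 55.2% of all tested genes and by chance for 10%, since the smallest two-sided exact permutation p with 3 libraries against 3 is 0.1. The lowest log2 fold change among them belonged to G6pc (ENSMUSG00000078650, chromosome 11 from 101367561 to 101377903 of GRCm38 in GENCODE M21), which encodes the catalytic subunit of glucose-6-phosphatase. G6pc went from 45.1 ± 9.88 TPM with DMSO to 2.16 ± 0.744 TPM with Ela (SD, n = 3 each), with a log2 fold change of -3.88, a standard error of 0.21 and a limma adjusted p of 6.76e-05 (0.000295 with the replicate number as a block). Fabp7 (ENSMUSG00000019874, chromosome 10 from 57784881 to 57788450), a fatty acid binding protein gene, was under the filter and had 1.48 ± 0.801 TPM with DMSO and 0.287 ± 0.0945 TPM with Ela (SD, n = 3 each). From the increases in Ffar4, Scd2 and Ch25h the paper proposes accelerated fatty acid oxidation, and it relates the higher Glut1 and lower Txnip to glucose consumption.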

To further investigate whether Ela promotes glucose consumption, we investigated the effects of Ela on metabolite changes of ﻿the tricarboxylic acid (TCA) cycle and amino acid metabolism in primary hepatocytes. Metabolic pathways and heat-map analyses are presented in Fig. 7d, e, respectively. Ela stimulated glucose into the TCA cycle, as the levels of TCA-cycle intermediates citrate, succinate, fumarate, and malate were increased. Among them, succinate showed the most significant fold change, which is approximately 10-fold. In addition, amino acid levels were promoted, as measured by the levels of serine, tyrosine, phenylalanine, valine, alanine, methionine, aspartate, and threonine. Aspartate showed the most dramatic increase with a fold change around 65. Moreover, the levels of the elevated metabolites gradually increased with Ela treatment within 1 h and decreased slightly after 2 h. We also observed that the metabolites involved in the TCA cycle and amino acid metabolism were elevated by Ela in a dose-dependent manner (Fig. 7f and g), which is consistent with AMPK activation by an Ela dose of 0.2 μM. Thus, these results demonstrate that Ela promotes glucose consumption and fatty acid oxidation.

## Discussion

Numerous studies employing genetic and obesity models have revealed a promising role for AMPK as a pharmacological target in the treatment of diverse metabolic disorders such as obesity, type-2 diabetes, and cardiovascular disease [31, 32]. Metabolic changes induced by AMPK through the regulation of fatty acid and glucose metabolism are beneficial in these conditions [33]. In this study, we uncovered Ela as a novel AMPK activator. In two obese mouse models, Ela functions as an effective compound in alleviating the clinical signs of obesity syndromes such as lowering glucose levels, inducing fat loss, and improving insulin sensitivity. Our results indicate that Ela can be a potential drug in the treatment of obesity.

The liver is vital for controlling circulating carbohydrate and fatty acid levels, and is critical in the development of obesity [34]. Multiple AMPK activators, such as A769662 [35] and the widely used diabetes medication metformin [36, 37], have been reported to inhibit hepatic lipogenesis, suppress glucose production, and improve insulin sensitivity. Here, we show that in addition to adipose tissues, Ela also exhibits remarkable functions in the liver by reducing blood glucose levels and improving glucose tolerance. Moreover, RNA-seq in primary hepatocytes indicated that Ela treatment accelerates glucose and lipid catabolism (Fig. 7). However, conditional knockout mice will be required to determine whether AMPK is the specific target of Ela, thereby leading to the beneficial effects in obese mice.

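Over all 12009 genes tested in these hepatocytes, 5276 had a limma adjusted p under 0.05 between Ela and DMSO, 935 of them with a higher and 4341 with a lower TPM after Ela. With the replicate number as a block 3478 genes did, 616 higher and 2862 lower, while the deviations of same-numbered libraries had a mean correlation of -0.03. A change of at least 2-fold was seen in 256 of the 5276 genes, 131 of them higher and 125 lower. When the null hypothesis allowed a change of up to 1.5-fold, 124 genes passed, 84 of them higher and 40 lower. The excess of lower genes was thus not seen among the larger changes. Over all changed genes the balance of higher and lower genes followed the scaling of the libraries. On the deposited TPM the median log2 fold change of all tested genes was -0.22, and after median ratio scaling, which equalizes the level of the typical gene across libraries, it was -0.01, with 1980 genes higher and 1696 lower. For this reason changes of groups of genes are given relative to the median of all tested genes.

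**Figure D1:**
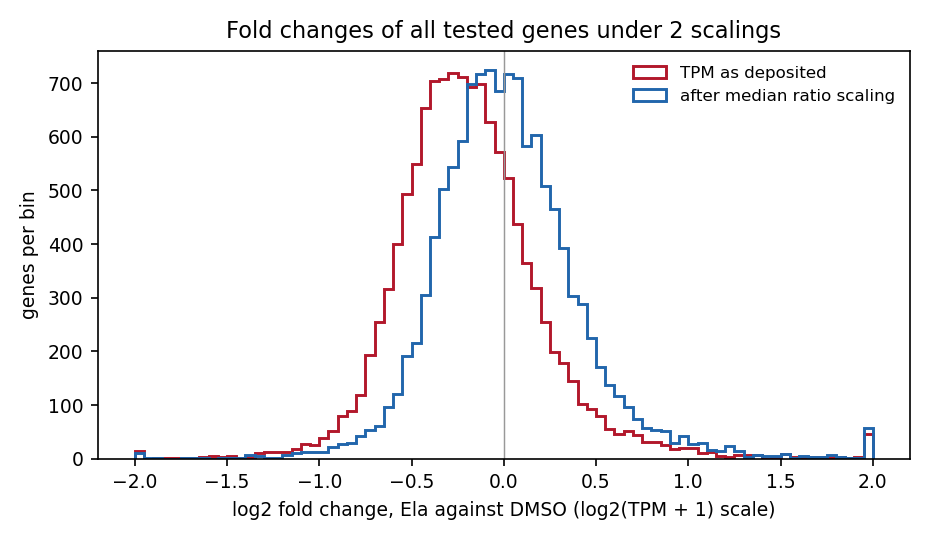
Histogram of the log2 fold change of the tested genes (horizontal axis, Ela against DMSO on the log2(TPM + 1) scale, values beyond the ends placed in the end bins) against the number of genes per bin, for the TPM as deposited and after median ratio scaling of the libraries. The median of the tested genes lies at -0.22 for the deposited TPM and at -0.01 after the scaling.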

The mechanisms of AMPK activation have been extensively studied. In addition to the classical model that involves phosphorylation by upstream kinases and changes in adenine-nucleotide ratios, recent findings suggest that AMPK can directly sense glucose without energy change, a process that is mediated by fructose-1,6-bisphosphate (FBP) and aldolases [38]. This glucose-sensing mechanism occurs prior to the change in the energy status in cells, and requires the binding of AMPK to lysosomal membranes by p18, a component of the Ragulator complex [26]. However, our experiments in p18-knockout MEFs demonstrated that Ela induced rapid AMPK activation, which was independent of lysosomal translocation, although phosphorylation by upstream LKB1 was required (Fig. 5). Instead, Ela may rapidly activate AMPK by inducing a drastic increase in AMP/ATP and ADP/ATP ratios within 15 min, which was unlikely due to the inhibition of ATP synthesis in mitochondria. It can be speculated that Ela robustly promotes some energy-consuming processes or ATP hydrolysis, which is involved in molecular motors in cells [39]. Further work is expected to reveal the specific target(s) and mechanisms of Ela activity.

AMPK activation promotes catabolic processes to meet the energy requirements of cells. Consistently with Ela-induced AMPK activation, we observed an upregulation of genes involved in glycolysis and fatty acid oxidation, which was accompanied by an increase of metabolites involved in glucose metabolism and amino acid synthesis (Fig. 7). It is worth noting that the upregulation of most genes occurred much later (6 h after treatment) than AMPK activation induced by Ela, indicating that their expression may be affected by AMPK through indirect mechanisms. 

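A list of 29 glycolysis genes, which includes the glucose transporters and the regulatory PFKFB enzymes, and a list of 31 genes of fatty acid oxidation were compared with all tested genes. Of the glycolysis genes 27 passed the filter, and their median log2 fold change was 0.26, which is 0.48 above the median of all tested genes. At a limma adjusted p under 0.05, 13 of them had a higher and 3 a lower TPM after Ela. For the list as a whole, limma's camera test gave an adjusted p over 24 lists of 2.99e-09. Without the genes shown in Fig. 7A, the other 20 had a median 0.26 above that of all tested genes (camera adjusted p = 0.00172). The genes of fatty acid oxidation had a median log2 fold change of -0.25, which differs by -0.04 from the median of all tested genes (camera adjusted p = 0.309). At a limma adjusted p under 0.05 on the deposited TPM, 0 of them were higher and 14 lower (2 and 18 at an unadjusted p under 0.05), and after median ratio scaling 5 were higher and 5 lower. Among the members with the smallest adjusted p were Hsd17b4, Acsl1 and Acsl5, with log2 fold changes of -0.62, -0.54 and -0.54. With the replicate number as a block, the camera adjusted p was 3.86e-09 for glycolysis and 0.285 for fatty acid oxidation. For glycolysis, the choice that moved the list test most was the correlation between genes, which camera sets at 0.01 here. With the correlation estimated for each list, the adjusted p was 0.137 for glycolysis and 0.592 for fatty acid oxidation. Fatty acid oxidation genes were lower as a list at an adjusted p under 0.05 with limma's rotation test fry (adjusted p = 0.00383), which does not compare them with other genes, and with no filter on low TPM (camera adjusted p = 0.00783).

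**Figure D2:**
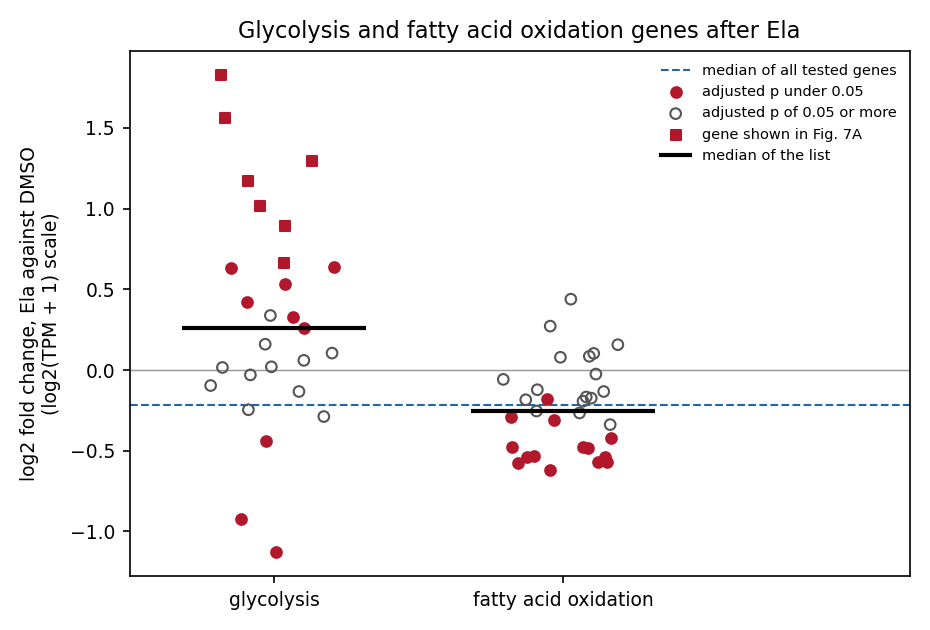
Log2 fold change, Ela against DMSO on the log2(TPM + 1) scale (vertical axis), of each tested gene of the glycolysis and fatty acid oxidation lists. Points are genes, squares are genes shown in Fig. 7A, filled points have a limma adjusted p under 0.05, black bars are list medians (0.26 and -0.25), and the dashed line is the median of all tested genes (-0.22).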

In fact, genes, such as GYS1 [40] and PFKFB3 [41, 42], are known to be regulated by AMPK at the protein level through direct phosphorylation. TXNIP is an α-arrestin family member that promotes GLUT1 internalization, thereby suppressing glucose uptake. AMPK is known to phosphorylate TXNIP and induce its rapid degradation [30]. Consistently, we observed a reduction in the TXNIP protein level after Ela-induced AMPK activation in primary hepatocytes and differentiated primary adipocytes. Interestingly, the mRNA level of TXNIP was also significantly reduced as early as 2 h after Ela treatment. Although the mechanism remains unclear, it is worthy to investigate whether the transcription of TXNIP is also regulated in an AMPK-dependent manner.

A recent study reported that long-term AMPK activation has adverse metabolic consequences, such as hyperphagia, obesity, and impaired insulin secretion, eliciting a caution for identifying AMPK activators [43]. Although AMPK activity remains high at 2 h after Ela treatment in most cells, except HCT116 cells in which p-AMPK decreased after 0.5 h (Fig. 6 and Supplementary Fig. 6), a reduction in AMP/ATP and ADP/ATP ratios was observed at 2 h in Ela-treated primary adipocytes (Fig. 6e). Moreover, many metabolites that were upregulated by short-term Ela treatment decreased at 2 h (Fig. 7d). This observation suggests that long-term Ela treatment may desensitize cells to AMPK activation, thereby compromising the potential adverse effects of Ela in cells. In support of this, in vivo and in vitro toxicity evaluation revealed no obvious toxicity under our experimental conditions (Supplementary Figs. 1–3, 5).

Collectively, we demonstrate that the novel AMPK activator Ela reduced body weight in obese mice by inducing fat loss and improving blood glucose balance. Nonetheless, much more work is needed for Ela to be developed into an anti-obesity drug. In addition, studies on Ela’s biological target, its analogs, and the medicinal modification of Ela may be of further interest.

## Materials and methods

### Chemicals and antibodies

Elaiophylin was prepared from the deep-sea-derived *Streptomyces* sp. SCSIO 1934 [44]. Rapamycin, torin1, bafilomycin A1, compound C, STO-609, and rosiglitazone were purchased from Selleck. Insulin, IBMX, and dexamethasone were purchased from Sigma-Aldrich. Antibodies recognizing phospho-AMPKα (#2535), AMPKα (# 2532), phospho-ACC (#3661), ACC (#3662), phospho-AKT (#4060), phospho-S6K (#9204), S6K (#9202), 4EBP1 (#9644), phospho-ERK (#4370), phospho-c-JUN (#3270), and LC3B (#3868) were procured from Cell Signaling. Other antibodies included anti-AKT (Proteintech, 60203-2-Ig), anti-GST (Proteintech, 10000-0-AP), anti-TXNIP (Abcam, ab188865), and anti-ACTIN (Genescript, A00702).

### Cell culture

HEK293T, HCT116, U2OS, HeLa, and C2C12 cells were obtained from the American Type Culture Collection (ATCC). WT, *p18*^−/−^, and *LKB1*^−/−^ MEFs were kindly provided by Dr. Lin Shengcai (Xiamen University). HEK293T, HeLa, C2C12, and MEF cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM). HCT116 cells were cultured in McCoy’s 5a medium. U2OS cells were cultured in RPMI-1640 medium. All media were supplemented with 10% fetal bovine serum (Gibco) and 50 μg/ml penicillin/streptomycin. Cells were cultured at 37 °C in a 5% CO_2_ environment. HEK293T, U2OS, C2C12, HCT116, HeLa, and MEFs were tested for mycoplasma contamination and were negative.

### Immunoblotting

Homogenized cells and tissues were lysed in RIPA buffer and denatured in SDS-loading buffer containing dithiothreitol. Samples were loaded onto SDS-PAGE gels for electrophoresis. Proteins were transferred onto nitrocellulose membranes and immunoblotted with specific antibodies.

### qRT-PCR

Total RNA was prepared with the Trizol method and reversely transcribed with oligo-dT primers following the manufacturer’s instructions. Real-time PCR was performed with gene-specific primers in the presence of SYBR Premix Ex *Taq* (Takara) using the QuantStudio 6 Flex Real-Time PCR system (Applied Biosystems). Primer sequences are listed in Supporting Information Table S1.

### In vitro kinase assay

GST-ACC was expressed in the *E. coli* strain BL21 (DE3), induced with IPTG, and purified. For active LKB1 kinase, FLAG-tagged LKB1 was cotransfected with equimolar amounts of MO25 and STRAD-expression plasmids into HEK293T cells and immunoprecipitated by M2-agarose (Sigma) in NP-40 lysis buffer. Prior to kinase assays, immunoprecipitated LKB1 was washed three times with kinase buffer. Purified GST-CAMKK and His-AMPK α/β/γ were gifts from Dr. Lin Shengcai (Xiamen University). Kinase assays were carried out in kinase buffer (50 mM Tris-HCl [pH 7.4], 50 mM NaCl, 2 mM MgCl_2_, and 200 mM ATP) containing 200 mM AMP for 30 min at 30 °C. Reactions were terminated by the addition of SDS-loading buffer and analyzed by immunoblotting.

### Intracellular metabolite measurement

The relative intracellular levels of AMP, ADP, and ATP were measured by LC–MS. The abundance of other metabolites was detected by gas chromatography–mass spectrometry (GC–MS). Cells were washed with PBS and fixed by the immediate addition of 1 mL of prechilled (−80 °C) 80% (v/v) methanol. Metabolites were extracted by rotating at 4 °C for 1 h, followed by centrifugation at 13,000 g for 15 min at 4 °C. Supernatants were analyzed by ultra-high-performance liquid chromatography (Acquity, Waters) coupled to a Q Exactive hybrid quadrupole–orbitrap mass spectrometer (Thermo Fisher). For GC–MS, supernatants were dried and oximated with 30 μl of pyridine containing 20 mg/ml methoxyamine hydrochloride at 37 °C overnight and further derivatized with 20 μl of N-tert-butyldimethylsilyl-N-methyltrifluoroacetamide at 70 °C for 30 min. Samples were analyzed by Agilent 7890 A gas chromatography coupled with Agilent 5975 C mass spectrometer and analyzed by Analyst software (version 1.6).

### Hepatocyte isolation and culture

Hepatocytes were isolated from wild-type C57BL/6 mice using the two-step collagenase-perfusion method. Primary liver-cell suspensions were centrifuged at 50 g for 5 min. Cell pellets were obtained and suspended in DMEM containing 10% FBS. Media were changed to DMEM containing 2% FBS after 4–6 h to remove cell debris and cultured overnight.

### Induction of myogenic differentiation

C2C12 myoblasts at 80–90% confluence were induced to differentiate into myotubes by changing media to DMEM supplemented with 2% horse serum. Differentiation media were changed every two days for 6–8 days.

### Isolation of SVF cells and induction of adipogenesis

IWAT was harvested, and SVF cells were isolated by enzymatic digestion (collagenase VIII, Sigma). Digested tissues were filtered through a 100-μm mesh filter and centrifuged. Cell pellets were resuspended in ammonium chloride lysis buffer to remove red-blood cells. Preadipocytes were plated at low density and cultured in DMEM/F12 containing 10% FBS. Two days post confluency (designated day 0), cells were induced to differentiate with 10 μg/ml insulin (I), 1 μM dexamethasone (D), 0.5 mM 3-isobutyl-1-methylxanthine (M), and 1 μM rosiglitazone for two days. Cells were fed with DMEM/F12 supplemented with 10% FBS containing 10 μg/ml insulin and 1 μM rosiglitazone for two days, after which they were fed with DMEM/F12 containing 10% FBS for 2–4 days.

### Oil-red O staining

Cells were washed with PBS and fixed with 10% formalin for 30 min. Cells were washed twice with water, after which 60% isopropanol was added to the cells for 5 min. Thereafter, cells were stained with Oil Red O working solution for 20 min. Nuclei were stained with hematoxylin for 1 min. Cells were covered with water and viewed under a light microscope.

### Animal experiments

Mice were housed in pathogen-free facilities at Fudan University. All animal-related experimental procedures were performed in accordance with the National Institutes of Health guidelines and approved by the Laboratory Animal Ethical Committee of Fudan University. We complied with all relevant ethical regulations while conducting animal experiments and determined the number of mice required as the minimal number of mice necessary for reliable results. Adult male ob/ob mice and C57BL6/J mice at six weeks of age were purchased from SLAC (Shanghai).

For chronic anti-obesity studies, mice were fed a HFD for 10 weeks (60% calories from fat, 20% calories from protein, and 20% calories from carbohydrate; Research Diets). Ob/ob and HFD mice were matched by body weight, and randomly divided into three groups (6 mice/group) and injected intraperitoneally with Ela (5 mg/kg) every three days. Body weights and food intake were recorded every day throughout the experiment. In the pair-fed group, animals were fed with the same amount of food that was consumed by Ela group over the preceding 24 h. Body compositions were assessed using an NMR analyzer (Bruker). At the end of the experiment, BAT, IWAT, EWAT, and liver tissues were collected and fixed in 4% paraformaldehyde for hematoxylin and eosin staining. Blood samples were centrifuged within 30 min of collection to obtain plasma. Triglycerides, HDL, LDL, cholesterol, AST, and ALT levels were assayed using an automatic biochemical analyzer (Cobas c 311, Roche). No animals were excluded from the analysis. No blinding was performed in experimental mouse interventions as knowledge of the treatment groups was required.

### Cold-tolerance test

Mice were exposed to 4 °C with free access to water, but not food. Rectal temperatures were monitored using a rectal thermometer (PhysiTemp Instruments).

### GTT and ITT

Mice were fasted prior to tolerance tests. Glucose (2 mg/g body weight, for GTTs) or insulin (1 U/kg body weight, for ITTs) was injected intraperitoneally. Tail-blood glucose levels were measured using the Aviva ACCU-CHEK glucose meter post injection at the indicated times.

### Metabolic studies

Mice were maintained individually in a metabolism chamber (Comprehensive Lab Animal Monitoring System, CLAMS) with free access to water and food for 72 h. Thereafter, mice were housed for 24 h for adaption. Metabolic parameters, including O_2_ consumption and CO_2_ production, were recorded at 10-min intervals using a standard light–dark cycle at 25 °C.

### Statistical analysis

No statistical methods were used to predetermine sample size. Instead, they were chosen based on the literature and standard protocols in the field, as well as to ensure adequate power for the later statistical analyses. No data were excluded from the analyses.

The results were analyzed and graphed using Prism 8.0.1 software (Graphpad Software). All data shown represent the results obtained from at least three biological or technical replicates and are presented as mean ± SEM. All data meet the assumptions of the tests and the variance was similar between the compared groups. Comparisons between two groups were assessed by two-tailed unpaired *t*-test. Multiple comparisons versus the corresponding control groups were analyzed by one-way analysis of variance (ANOVA). Two-way ANOVA was used to examine interactions between variables. A *P*-value <0.05 was considered statistically significant.

## Supplementary information

Table S1

supplementary information

## Data Availability

RNA-seq files can be found under GEO accession number GSE182566.

# Supplementary material for: Elaiophylin reduces body weight and lowers glucose levels in obese mice by activating AMPK
**Source:** Cell Death Dis. 2021 Oct 20;12(11):972. doi: 10.1038/s41419-021-04264-9
**Supplement:** Supplementary file 1 — Table S1

**Supplementary Table 1**. Primers for qRT-PCR

| Name | Primer |
| --- | --- |
| *Txnip*-F | TCTTTTGAGGTGGTCTTCAACG |
| *Txnip*-R | GCTTTGACTCGGGTAACTTCACA |
| *Glut1-*F | CAGTTCGGCTATAACACTGGTG |
| *Glut1*-R | GCCCCCGACAGAGAAGATG |
| *Hk1*-F | CGGAATGGGGAGCCTTTGG |
| *Hk1*-R | GCCTTCCTTATCCGTTTCAATGG |
| *Hk2*-F | TGATCGCCTGCTTATTCACGG |
| *Hk2*-R | AACCGCCTAGAAATCTCCAGA |
| *Gys1*-F | GAACGCAGTGCTTTTCGAGG |
| *Gys1*-R | CCAGATAGTAGTTGTCACCCCAT |
| *Pfkfb3*-F | CCCAGAGCCGGGTACAGAA |
| *Pfkfb3*-R | GGGGAGTTGGTCAGCTTCG |
| *Gfpt2*-F | ATGTGCGGAATCTTTGCCTAC |
| *Gfpt2*-R | GTCATAGCCCCTGTACTCCAG |
| *Ch25h*-F | TGCTACAACGGTTCGGAGC |
| *Ch25h*-R | AGAAGCCCACGTAAGTGATGAT |
| *Fabp7*-F | GGACACAATGCACATTCAAGAAC |
| *Fabp7*-R | CCGAACCACAGACTTACAGTTT |
| *Actin*-F | GGCTGTATTCCCCTCCATCG |
| *Actin*-R | CCAGTTGGTAACAATGCCATGT |

# Supplementary material for: Elaiophylin reduces body weight and lowers glucose levels in obese mice by activating AMPK
**Source:** Cell Death Dis. 2021 Oct 20;12(11):972. doi: 10.1038/s41419-021-04264-9
**Supplement:** Supplementary file 2 — supplementary information

## Slide 1
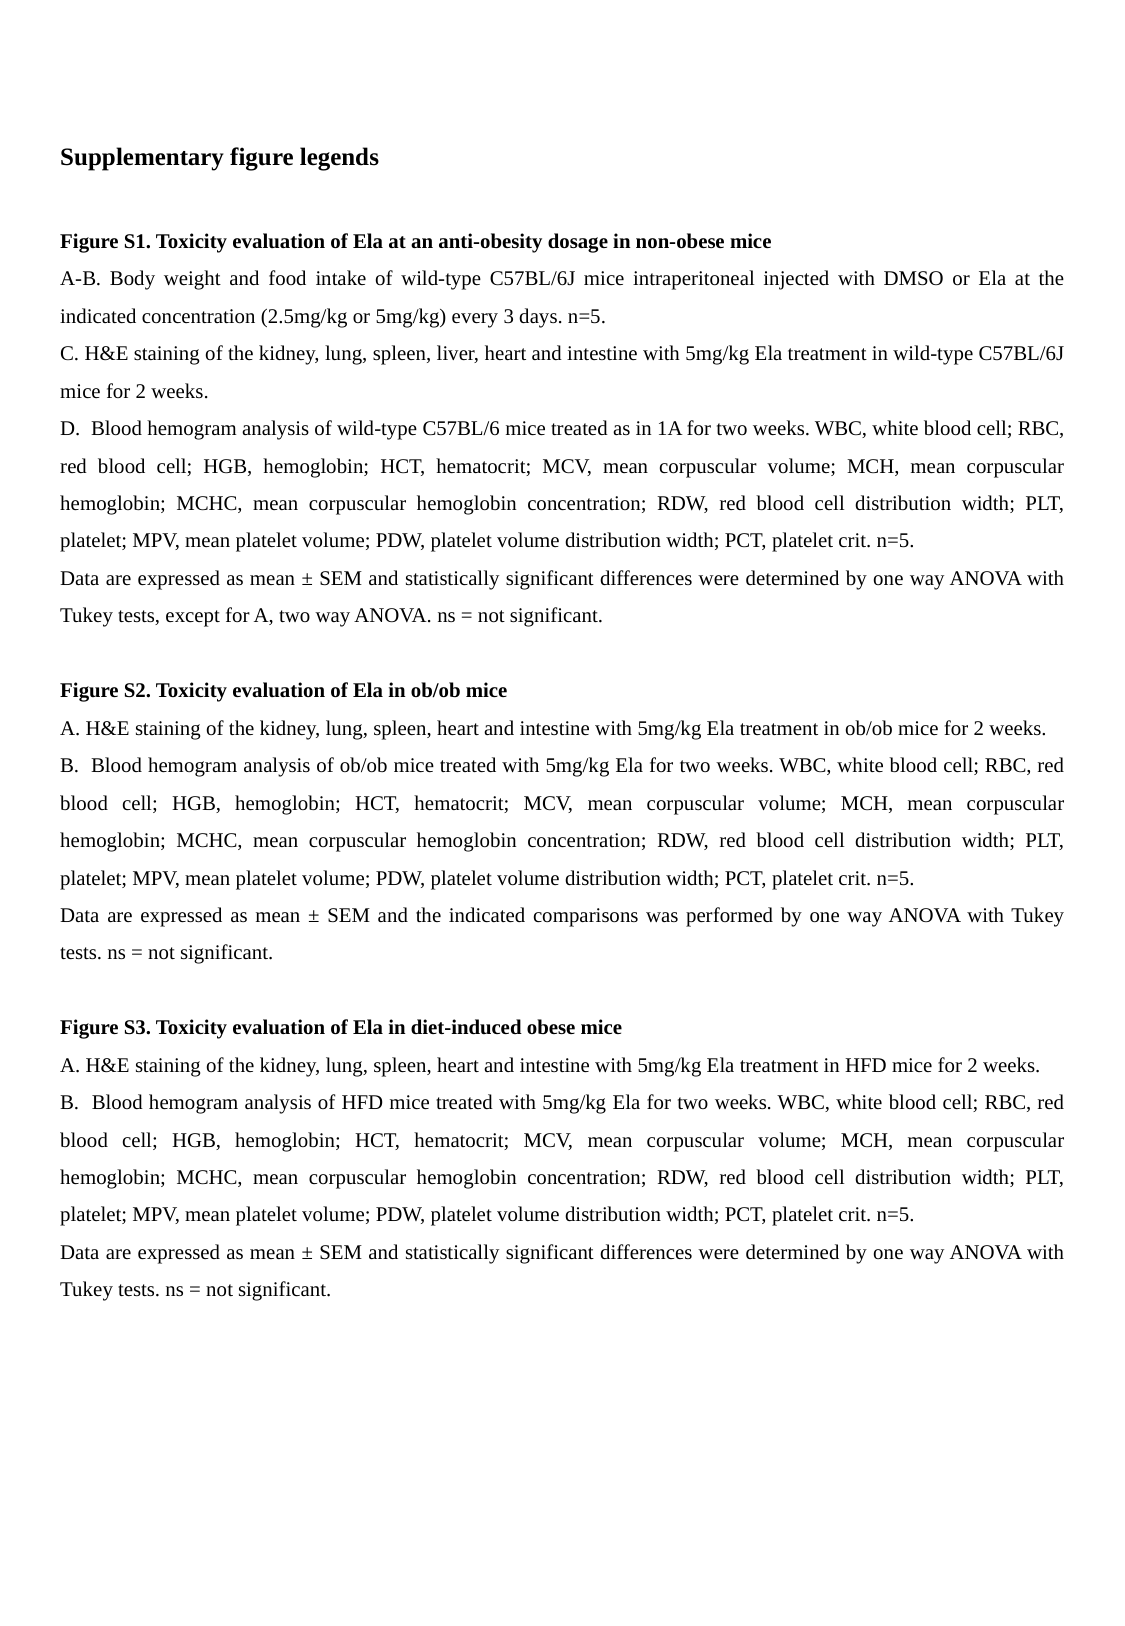

Supplementary figure legends
Figure S1. Toxicity evaluation of Ela at an anti-obesity dosage in non-obese mice
A-B. Body weight and food intake of wild-type C57BL/6J mice intraperitoneal injected with DMSO or Ela at the indicated concentration (2.5mg/kg or 5mg/kg) every 3 days. n=5.
C. H&E staining of the kidney, lung, spleen, liver, heart and intestine with 5mg/kg Ela treatment in wild-type C57BL/6J mice for 2 weeks.
D. Blood hemogram analysis of wild-type C57BL/6 mice treated as in 1A for two weeks. WBC, white blood cell; RBC, red blood cell; HGB, hemoglobin; HCT, hematocrit; MCV, mean corpuscular volume; MCH, mean corpuscular hemoglobin; MCHC, mean corpuscular hemoglobin concentration; RDW, red blood cell distribution width; PLT, platelet; MPV, mean platelet volume; PDW, platelet volume distribution width; PCT, platelet crit. n=5.
Data are expressed as mean ± SEM and statistically significant differences were determined by one way ANOVA with Tukey tests, except for A, two way ANOVA. ns = not significant.
Figure S2. Toxicity evaluation of Ela in ob/ob mice
A. H&E staining of the kidney, lung, spleen, heart and intestine with 5mg/kg Ela treatment in ob/ob mice for 2 weeks.
B. Blood hemogram analysis of ob/ob mice treated with 5mg/kg Ela for two weeks. WBC, white blood cell; RBC, red blood cell; HGB, hemoglobin; HCT, hematocrit; MCV, mean corpuscular volume; MCH, mean corpuscular hemoglobin; MCHC, mean corpuscular hemoglobin concentration; RDW, red blood cell distribution width; PLT, platelet; MPV, mean platelet volume; PDW, platelet volume distribution width; PCT, platelet crit. n=5.
Data are expressed as mean ± SEM and the indicated comparisons was performed by one way ANOVA with Tukey tests. ns = not significant.
Figure S3. Toxicity evaluation of Ela in diet-induced obese mice
A. H&E staining of the kidney, lung, spleen, heart and intestine with 5mg/kg Ela treatment in HFD mice for 2 weeks.
B. Blood hemogram analysis of HFD mice treated with 5mg/kg Ela for two weeks. WBC, white blood cell; RBC, red blood cell; HGB, hemoglobin; HCT, hematocrit; MCV, mean corpuscular volume; MCH, mean corpuscular hemoglobin; MCHC, mean corpuscular hemoglobin concentration; RDW, red blood cell distribution width; PLT, platelet; MPV, mean platelet volume; PDW, platelet volume distribution width; PCT, platelet crit. n=5.
Data are expressed as mean ± SEM and statistically significant differences were determined by one way ANOVA with Tukey tests. ns = not significant.

## Slide 2
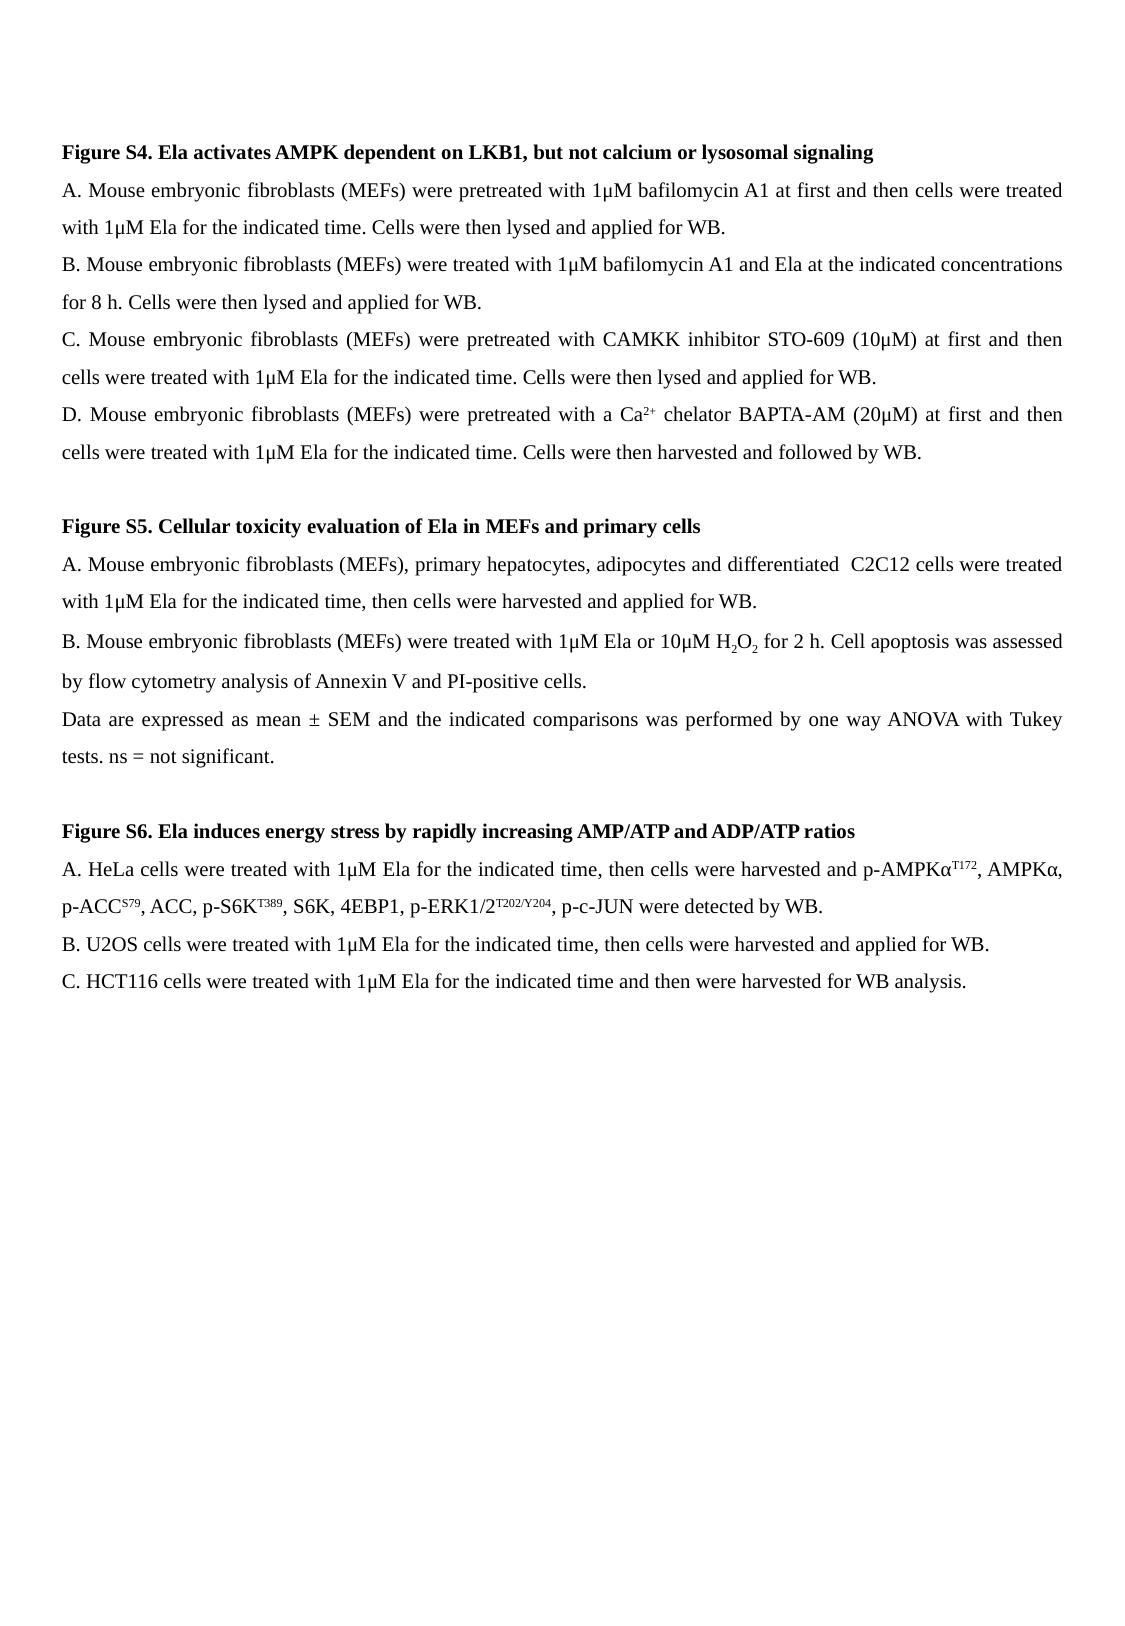

Figure S4. Ela activates AMPK dependent on LKB1, but not calcium or lysosomal signaling
A. Mouse embryonic fibroblasts (MEFs) were pretreated with 1μM bafilomycin A1 at first and then cells were treated with 1μM Ela for the indicated time. Cells were then lysed and applied for WB.
B. Mouse embryonic fibroblasts (MEFs) were treated with 1μM bafilomycin A1 and Ela at the indicated concentrations for 8 h. Cells were then lysed and applied for WB.
C. Mouse embryonic fibroblasts (MEFs) were pretreated with CAMKK inhibitor STO-609 (10μM) at first and then cells were treated with 1μM Ela for the indicated time. Cells were then lysed and applied for WB.
D. Mouse embryonic fibroblasts (MEFs) were pretreated with a Ca2+ chelator BAPTA-AM (20μM) at first and then cells were treated with 1μM Ela for the indicated time. Cells were then harvested and followed by WB.
Figure S5. Cellular toxicity evaluation of Ela in MEFs and primary cells
A. Mouse embryonic fibroblasts (MEFs), primary hepatocytes, adipocytes and differentiated C2C12 cells were treated with 1μM Ela for the indicated time, then cells were harvested and applied for WB.
B. Mouse embryonic fibroblasts (MEFs) were treated with 1μM Ela or 10μM H2O2 for 2 h. Cell apoptosis was assessed by flow cytometry analysis of Annexin V and PI-positive cells.
Data are expressed as mean ± SEM and the indicated comparisons was performed by one way ANOVA with Tukey tests. ns = not significant.
Figure S6. Ela induces energy stress by rapidly increasing AMP/ATP and ADP/ATP ratios
A. HeLa cells were treated with 1μM Ela for the indicated time, then cells were harvested and p-AMPKαT172, AMPKα, p-ACCS79, ACC, p-S6KT389, S6K, 4EBP1, p-ERK1/2T202/Y204, p-c-JUN were detected by WB.
B. U2OS cells were treated with 1μM Ela for the indicated time, then cells were harvested and applied for WB.
C. HCT116 cells were treated with 1μM Ela for the indicated time and then were harvested for WB analysis.

## Slide 3
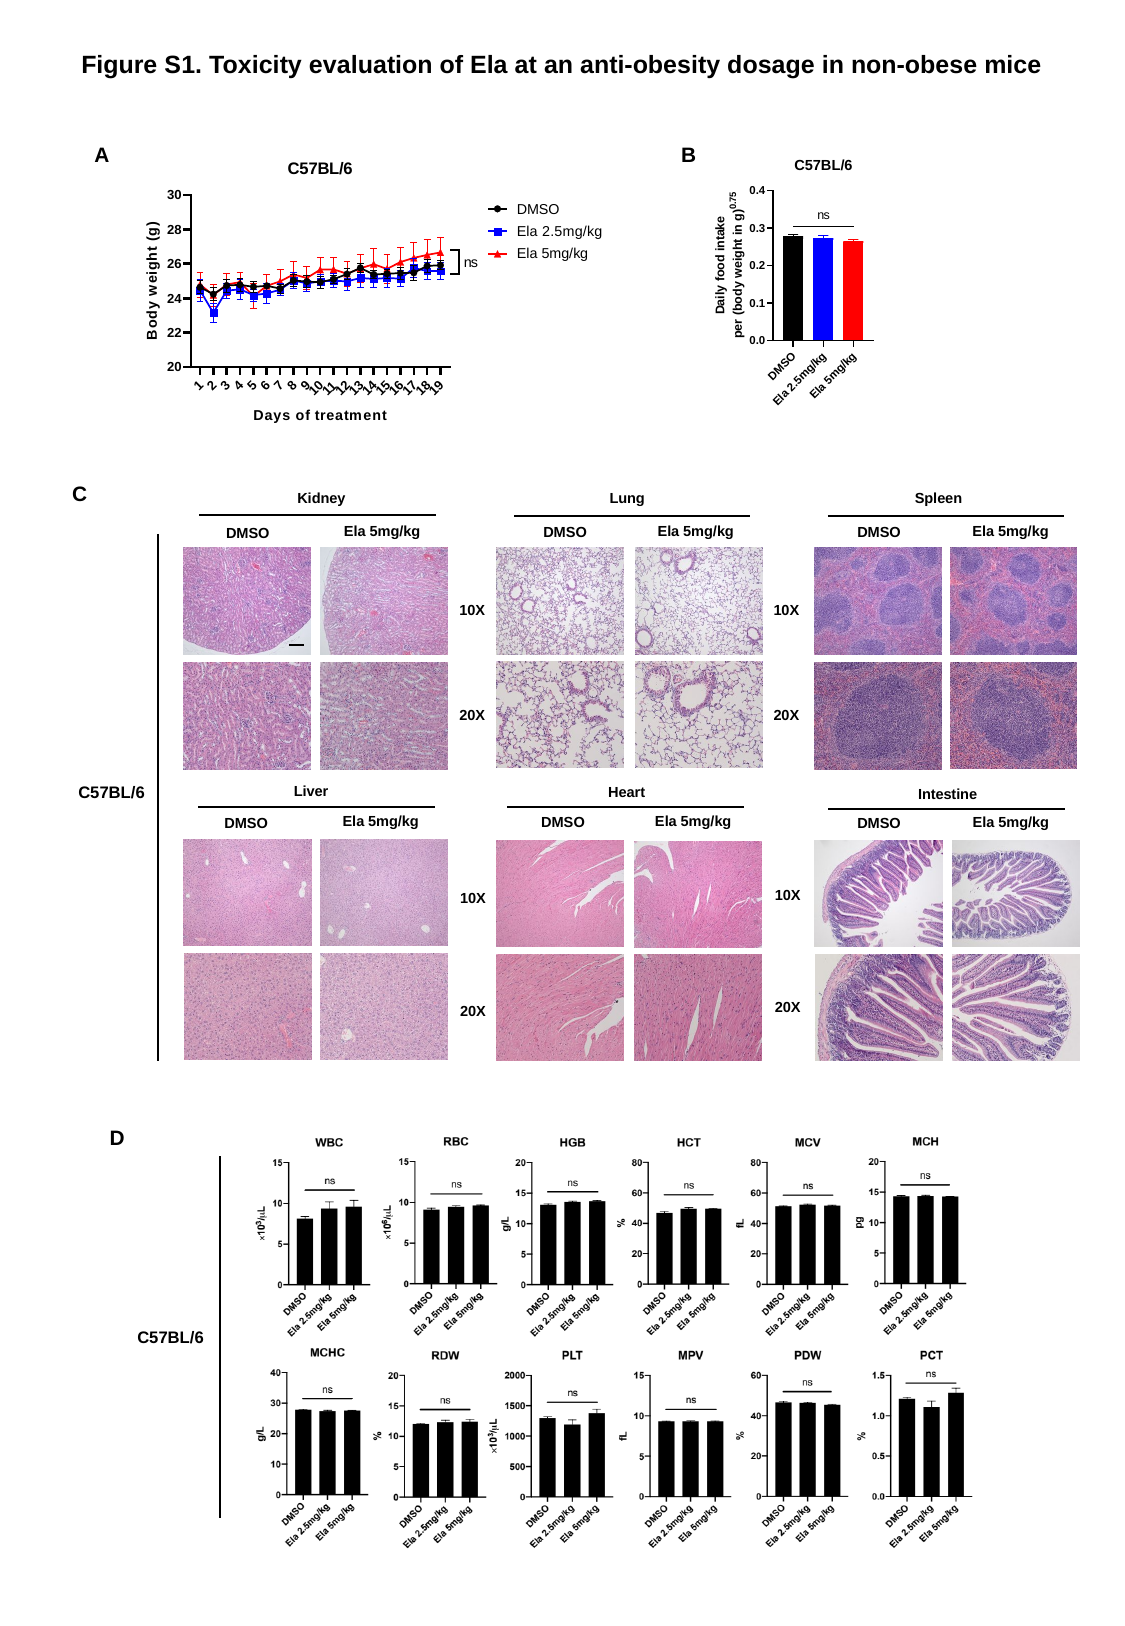

Figure S1. Toxicity evaluation of Ela at an anti-obesity dosage in non-obese mice
A
B
C
Spleen
Kidney
Lung
Ela 5mg/kg
Ela 5mg/kg
Ela 5mg/kg
DMSO
DMSO
DMSO
10X
10X
20X
20X
C57BL/6
Liver
Heart
Intestine
Ela 5mg/kg
Ela 5mg/kg
DMSO
Ela 5mg/kg
DMSO
DMSO
10X
10X
20X
20X
D
C57BL/6

## Slide 4
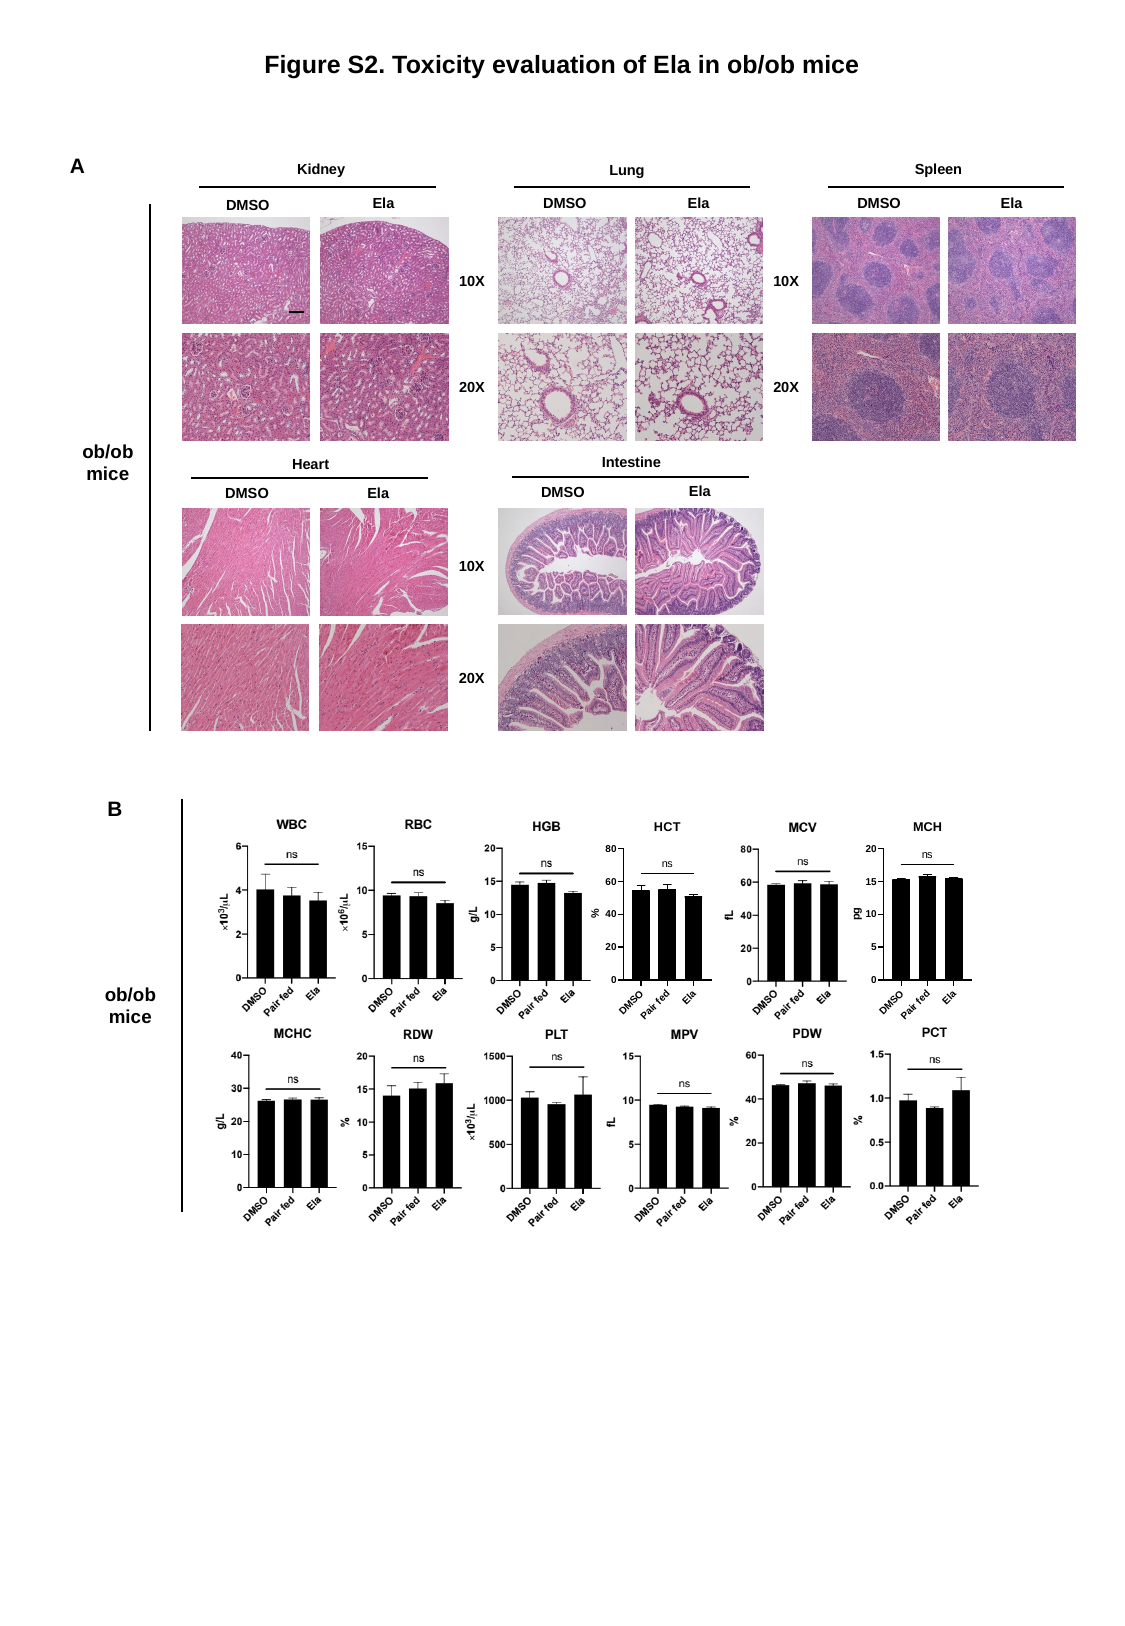

Figure S2. Toxicity evaluation of Ela in ob/ob mice
A
Spleen
Kidney
Lung
Ela
Ela
Ela
DMSO
DMSO
DMSO
10X
10X
20X
20X
ob/ob
mice
Intestine
Heart
Ela
DMSO
Ela
DMSO
10X
20X
B
ob/ob
mice

## Slide 5
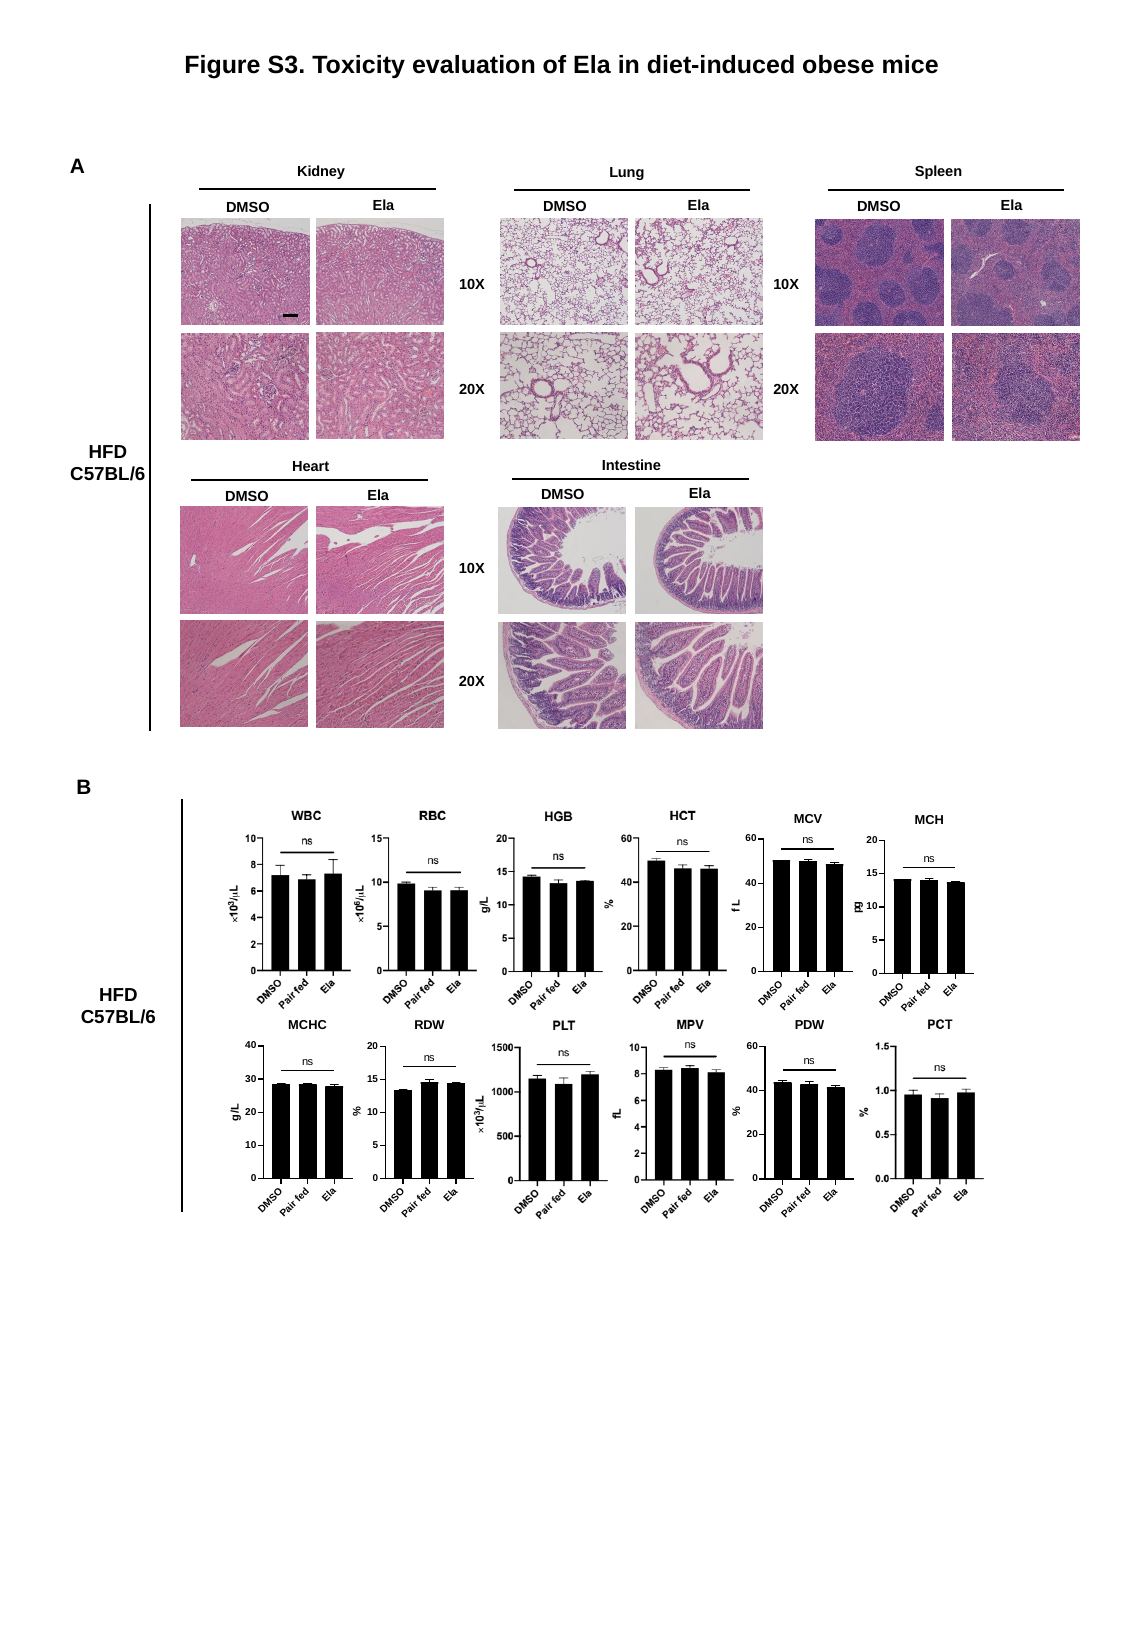

Figure S3. Toxicity evaluation of Ela in diet-induced obese mice
A
Spleen
Kidney
Lung
Ela
Ela
Ela
DMSO
DMSO
DMSO
10X
10X
20X
20X
HE staining
Kidney, lung, heart, spleen, intestine
HFD
C57BL/6
Intestine
Heart
Ela
DMSO
Ela
DMSO
10X
20X
B
HFD
C57BL/6

## Slide 6
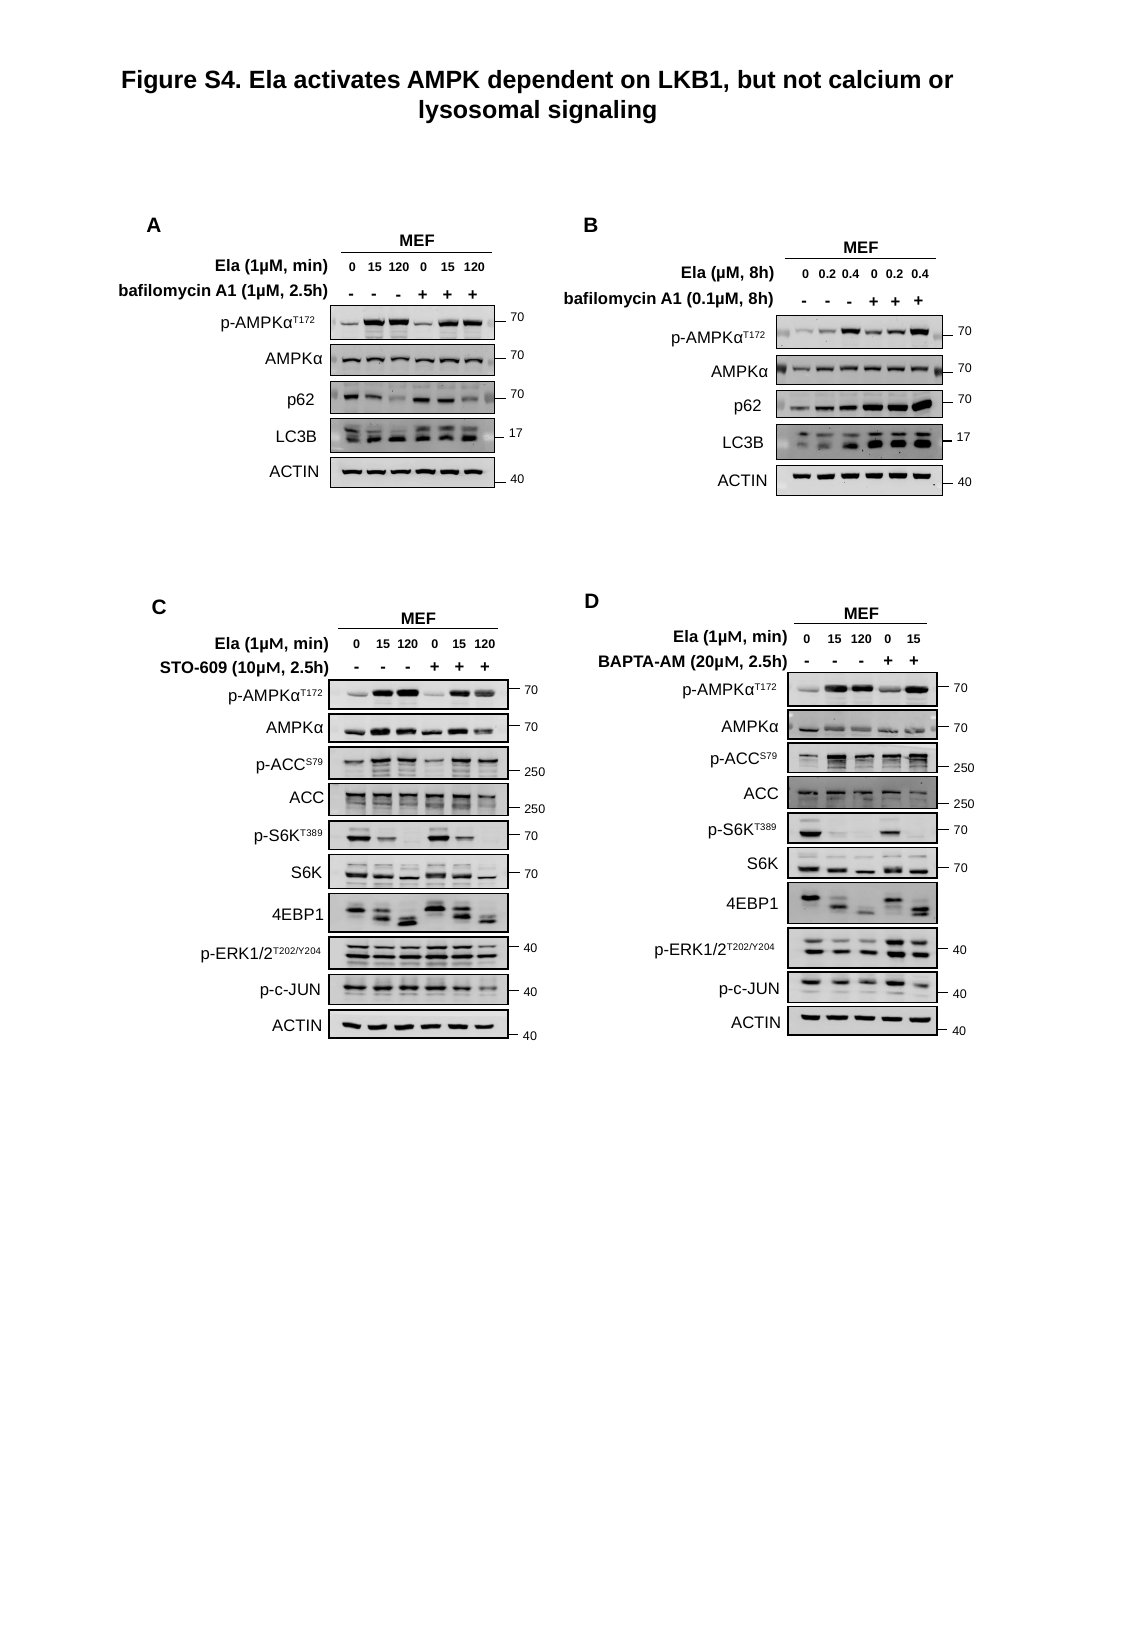

Figure S4. Ela activates AMPK dependent on LKB1, but not calcium or lysosomal signaling
A
MEF
Ela (1µM, min)
15
15
0
120
0
120
bafilomycin A1 (1µM, 2.5h)
-
-
-
+
+
+
70
p-AMPKαT172
70
AMPKα
70
p62
17
LC3B
ACTIN
40
B
MEF
Ela (µM, 8h)
0.2
0.2
0
0.4
0
0.4
bafilomycin A1 (0.1µM, 8h)
-
-
+
-
+
+
70
p-AMPKαT172
70
AMPKα
70
p62
17
LC3B
ACTIN
40
D
MEF
Ela (1µM, min)
0
15
120
0
15
-
-
-
+
+
BAPTA-AM (20µM, 2.5h)
p-AMPKαT172
70
AMPKα
70
p-ACCS79
250
ACC
250
p-S6KT389
70
S6K
70
4EBP1
p-ERK1/2T202/Y204
40
p-c-JUN
40
ACTIN
40
C
MEF
Ela (1µM, min)
0
15
120
0
15
120
-
-
-
+
+
+
STO-609 (10µM, 2.5h)
70
p-AMPKαT172
AMPKα
70
p-ACCS79
250
ACC
250
p-S6KT389
70
S6K
70
4EBP1
40
p-ERK1/2T202/Y204
p-c-JUN
40
ACTIN
40

## Slide 7
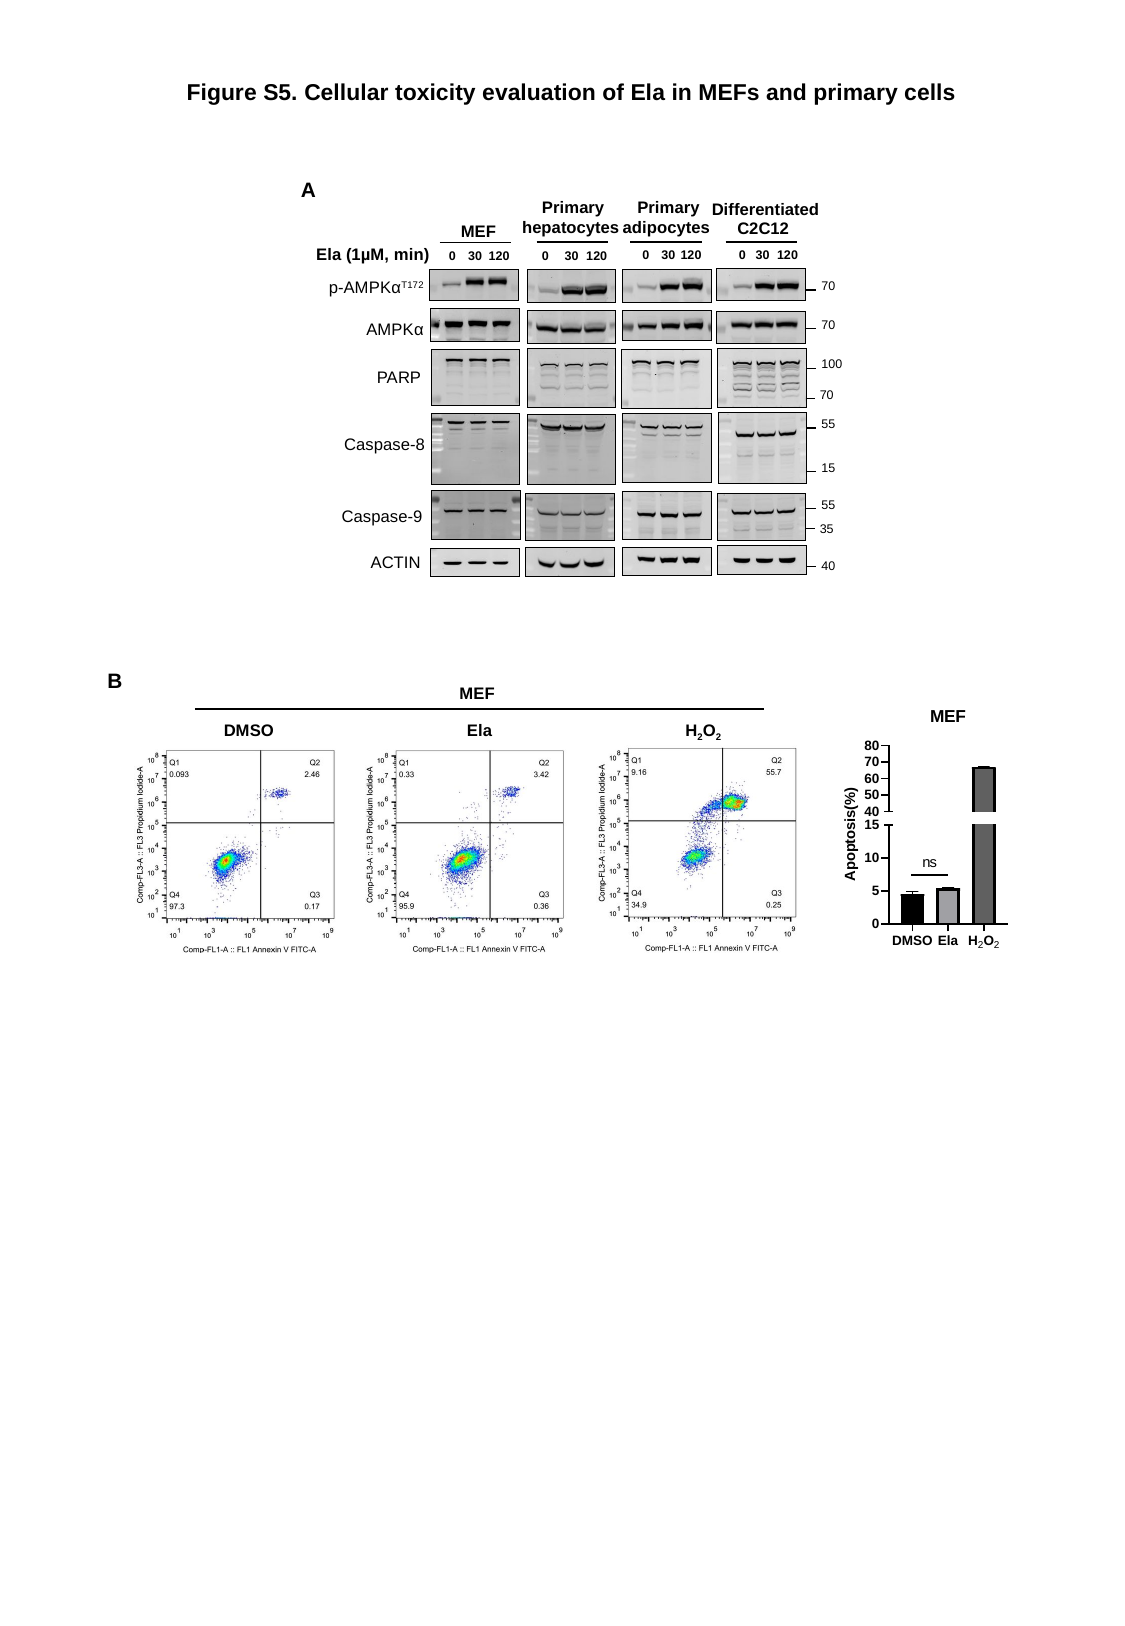

Figure S5. Cellular toxicity evaluation of Ela in MEFs and primary cells
A
Primary
hepatocytes
Primary
adipocytes
Differentiated
C2C12
MEF
Ela (1µM, min)
0
30
120
0
30
120
0
30
120
0
30
120
p-AMPKαT172
70
70
AMPKα
100
PARP
70
55
Caspase-8
15
55
Caspase-9
35
ACTIN
40
B
MEF
H2O2
Ela
DMSO

## Slide 8
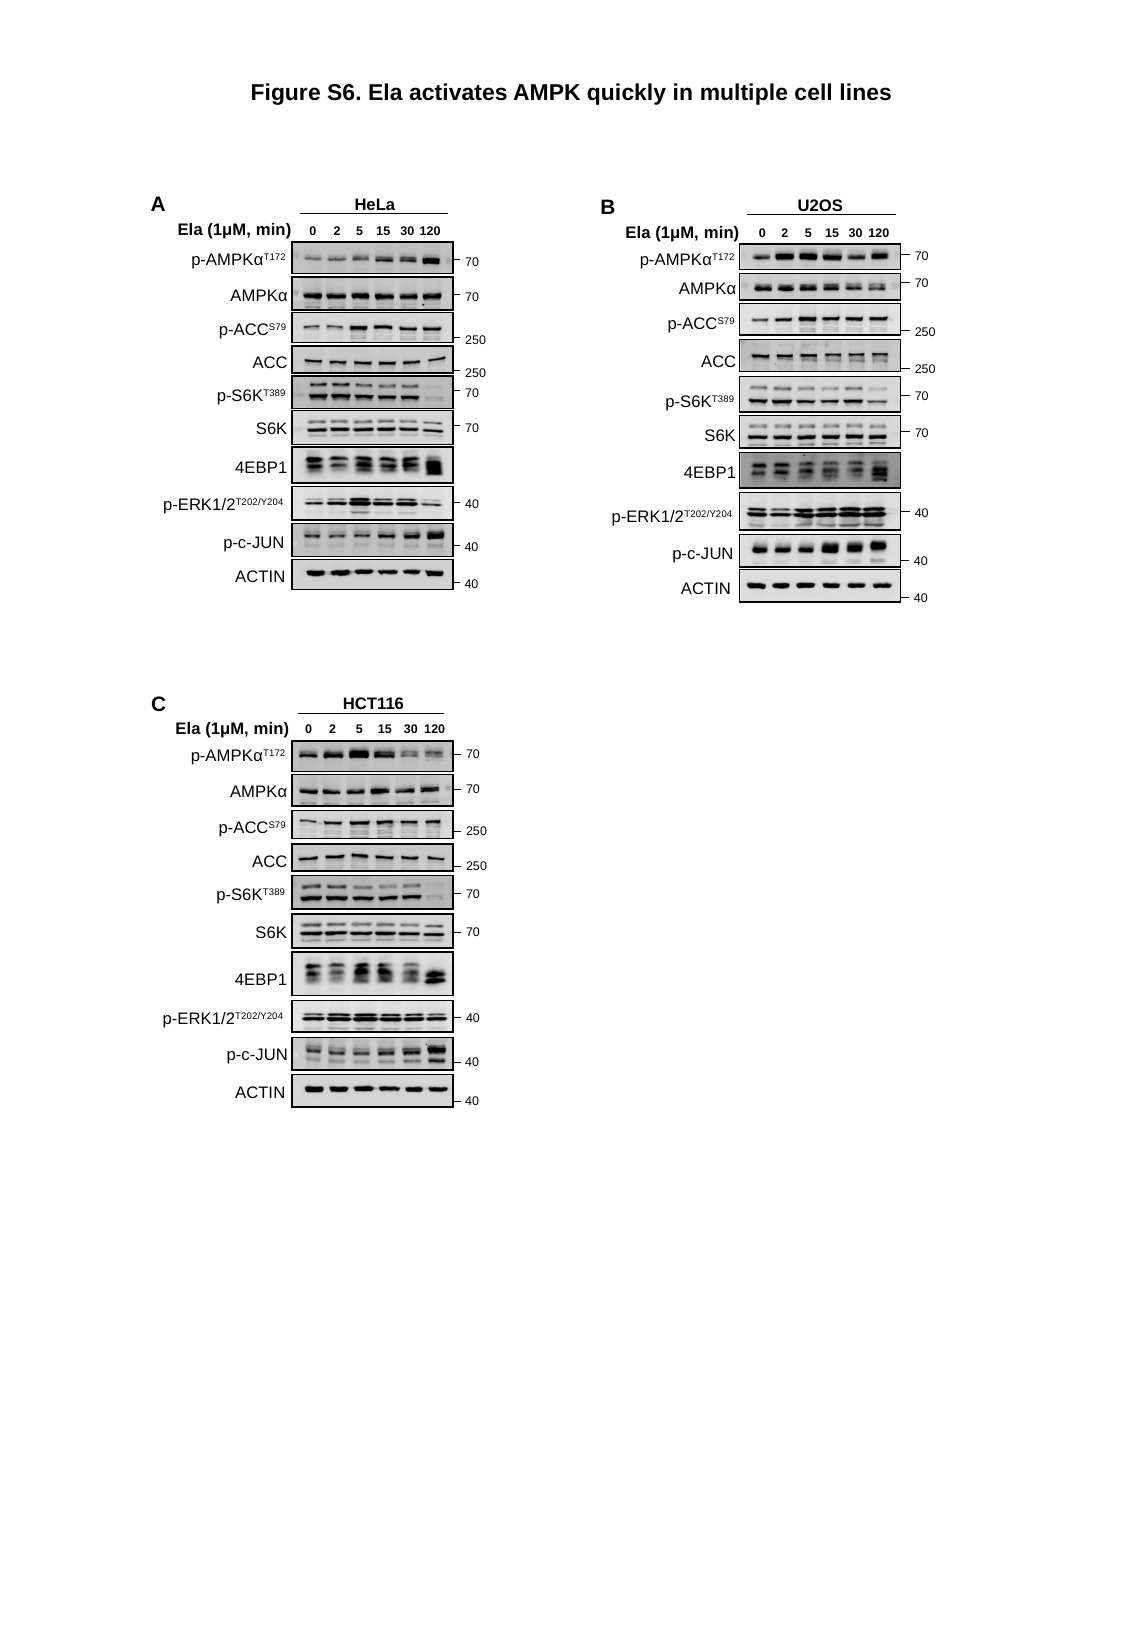

Figure S6. Ela activates AMPK quickly in multiple cell lines
A
HeLa
Ela (1μM, min)
0
2
5
15
30
120
p-AMPKαT172
70
AMPKα
70
p-ACCS79
250
ACC
250
p-S6KT389
70
S6K
70
4EBP1
p-ERK1/2T202/Y204
40
p-c-JUN
40
ACTIN
40
B
U2OS
Ela (1μM, min)
0
2
5
15
30
120
70
p-AMPKαT172
70
AMPKα
p-ACCS79
250
ACC
250
70
p-S6KT389
70
S6K
4EBP1
40
p-ERK1/2T202/Y204
p-c-JUN
40
ACTIN
40
C
HCT116
Ela (1μM, min)
0
2
5
15
30
120
p-AMPKαT172
70
70
AMPKα
p-ACCS79
250
ACC
250
p-S6KT389
70
S6K
70
4EBP1
p-ERK1/2T202/Y204
40
p-c-JUN
40
ACTIN
40

How the deposited data were processed for this re-analysis (not part of the article)

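RNA-seq of primary hepatocytes treated for 6 h with DMSO or 0.5 μM Ela was analysed, with 3 libraries per treatment. Treatment and replicate number were taken from the sample labels and the dose from the legend of Fig. 7A. The authors deposited TPM values, 1 per gene and library, summing to 1000000 in each library within rounding and written with 2 decimals. The paper's text and the labels do not state the aligner, the program that estimated TPM, the genome build or the annotation, and the MSTRG identifiers of 437 loci have the form that StringTie gives to loci it assembles. Reads and counts were not used here, so the number of reads behind each value is unknown, no counting error or detection limit was computed, and tests made for counts were not run.

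Symbols, positions, longest transcript lengths and GC contents were looked up by Ensembl identifier in GENCODE M21 (GRCm38). Of 55487 Ensembl identifiers 55141 matched. Coordinates are those of that annotation. Where a symbol belongs to several identifiers, the identifier with the highest mean TPM was used in the gene lists.

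Values were taken as log2(TPM + 1), and genes with a TPM of at least 1 in at least 3 libraries were kept (12009 genes). The design written before the data were examined named a count test for counts and this test for TPM. limma 3.58.1 in R 4.3.3 was used with lmFit and eBayes with a trend, treatment as the only term and Benjamini-Hochberg adjustment at 0.05. Gene lists were tested with limma's camera at an inter-gene correlation of 0.01, adjusted over 24 lists that were written before the data were examined. Single genes were also compared with a two-sided exact permutation test, which cannot give a p under 0.1 for 3 against 3. Fold changes on the log2(TPM + 1) scale understate the change of genes with a low TPM. The pairing by replicate number comes from the numbers in the sample labels. Neither the labels nor the paper say that same-numbered libraries share an animal or a culture, so the number is not in the main model and was added as a block in an alternative.

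Genes named in the text are those of Fig. 7A, the 5 with the highest and the 5 with the lowest log2 fold change among genes with an adjusted p under 0.05 and a mean of at least 10 TPM, and up to 4 members with the smallest adjusted p of each gene list that is discussed. Genes named outside this rule are marked as chosen after their values were seen.

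The test was tried on simulated TPM for 12009 genes with the means and spreads of these libraries, in which 200 genes were changed 2-fold or 4-fold. Of the 195 changed genes that passed the filter among 11833 genes, 92.3% were called, and 5.8% of the called genes were unchanged. With no changed gene, 0 of 12009 genes were called and 635 had an unadjusted p under 0.05. The simulation drew errors independently for each gene and changed few genes, in both directions. In these libraries 5276 genes were called, and libraries of the same treatment differed along GC content (absolute rho up to 0.521). The simulated error rates may therefore not hold for these data.

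Alternatives were a pseudocount of 0.1, no filter beyond a TPM above 0, scaling by median ratio or trimmed mean factors, the replicate number as a block, leaving out each library, an adjusted p of 0.01, a test against a 1.5-fold change, and for gene lists an estimated inter-gene correlation, the rotation test fry and lists without the genes of Fig. 7A. A correction for GC content and transcript length, the same with the replicate block, and a rescaling over nuclear protein-coding genes were added after the data were seen. The correction fits, in each library, the deviation from the gene's mean with splines of GC content and log2 length, keeps the library's median, and covers the 97.5% of tested genes that have these values. In its first form the correction also centred each library at 0, which removes any overall shift by construction. It was redefined after that result was seen, and both forms are reported. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 was used for joining the libraries and for the plots.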

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

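The corrections for GC content and length (which were also redefined once after their first result), the test of non-parenchymal marker genes, the sum over U3 identifiers, the MondoA and ChREBP list without genes of Fig. 7A and the comparisons of other splits of the libraries were chosen or read after the results they bear on were seen, while the lists and the rule for naming genes were written before the data were examined. Changes of lists are given relative to the median log2 fold change of all tested genes, which was -0.22 on the deposited TPM and -0.01 after median ratio scaling.

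Genes outside those the paper discusses changed in these libraries. At a camera adjusted p under 0.05, 12 of the 24 lists were higher and 4 lower than other genes. Lists at least 0.5 from the median of all genes are described here, apart from those of Fig. 7A genes. Lists with smaller differences that also passed include cholesterol synthesis (0.418, camera adjusted p = 2.2e-08) and drug metabolism cytochromes (-0.188, camera adjusted p = 0.00283). NF-kB targets, which respond to inflammatory signals, had a median log2 fold change 0.96 above that of all tested genes. At a limma adjusted p under 0.05, 16 of 20 were higher (15 higher and 2 lower after correction for GC content and length). Among them were Cxcl2 (12.1 TPM with DMSO and 162 TPM with Ela), Ccl2 (236 and 1020 TPM), Nfkbia (22.1 and 106 TPM) and Nfkbiz (11.6 and 36.3 TPM). Immediate early genes stood 0.98 above all genes, and 12 of 18 were higher and 1 lower (12 and 2 at an unadjusted p under 0.05, and 12 and 2 at the adjusted p after correction for GC content and length), with Fos at 1.83 and 14.6 TPM, Atf3 at 9.74 and 52.9 TPM, Egr1 at 12.1 and 37.0 TPM and Ier3 at 162 and 466 TPM. Hypoxia response genes outside glycolysis stood 1.00 above all genes, and 14 of 17 were higher, among them Adm and Ndrg1 with log2 fold changes of 2.26 and 2.21, and Egln3, which went from 11.0 to 30.3 TPM. In all of these named genes the 3 Ela libraries were above the 3 DMSO libraries, while 55.2% of all tested genes had no overlap between the treatments in either direction and chance gives 10%.

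The rises of these lists were set against GC content and transcript length. After correction for both, camera still gave an adjusted p of 5.14e-20 for NF-kB targets, 8.97e-13 for immediate early genes and 9.48e-20 for hypoxia genes, and in the first form of the correction, with each library centred, 9.73e-14, 5.21e-09 and 3.49e-12. Over all alternatives the adjusted p ranged from 2.03e-20 to 0.123 for NF-kB targets, from 1.91e-14 to 0.131 for immediate early genes and from 2.49e-22 to 0.157 for hypoxia genes. The highest values come from the correlation between genes estimated for each list, with which 0 of 24 lists passed (7 at an unadjusted p under 0.05). A larger share of RNA from non-parenchymal liver cells, such as macrophages, was another candidate explanation for the rise of NF-kB targets and immediate early genes, but the list of their marker genes, of which 13 of 19 could be tested, did not pass (0.09 above all genes, adjusted p = 0.218). This test bears on the share of such cells as a whole. Of the 13 marker genes 2 were higher and 3 lower at a limma adjusted p under 0.05. A larger share of a single cell type, such as macrophages, was therefore not excluded. A response to Ela within a constant share of such cells was not tested. No other split of the 6 libraries moved these lists as far. Among the 4 splits that part all 3 same-numbered pairs only 1, the real one, was as large, and the largest other shifts were 0.40 for NF-kB targets, 0.35 for immediate early genes and 0.36 for hypoxia genes. In the 6 splits that part 1 such pair, the largest shifts over all 3 lists reached 0.49. Each other split places 2 libraries of a treatment with 1 of the other, so it carries a diluted treatment difference and does not measure a chance difference between dishes. With 10 splits the share also cannot fall under 0.1 whatever the data, so by this count alone the rises cannot be told apart from such a chance difference. As a hypothesis, Ela may switch on an inflammatory, immediate early and hypoxia-like response in these cultures besides the change in glycolysis genes.

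MondoA and ChREBP targets, which follow the supply of glucose phosphates, lay 0.61 under all genes (a difference of -0.61). The list holds Txnip and G6pc, and also Klf10 and Mlxipl with log2 fold changes of -0.90 and -0.80. After correction for GC content and length the adjusted p was 0.00418 (0.000778 with each library centred), in a range from 0.000116 to 0.22 over all alternatives. No other split moved the list as far (the largest other shift was 0.17 among the 4 splits that part all pairs, of which 1, the real one, was as large, and 0.264 among all 10). Without Txnip and G6pc the difference was -0.38 and the list no longer passed (camera adjusted p = 0.0746, unadjusted p = 0.0475). Of the 8 remaining genes 4 were lower and 0 higher at a limma adjusted p under 0.05. Arrdc4, chosen after its values were seen, had a log2 fold change of -0.23, close to the median of all genes. Whether the fall of Txnip rests on MondoA and ChREBP alone was not settled by these values.

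The genes with the highest log2 fold changes were U3 small nucleolar RNAs and Snord118, which take part in making ribosomal RNA. Snord118 (chromosome 11 from 69073427 to 69073561 of GRCm38 in GENCODE M21) was listed at 0 in all DMSO libraries and at 37.06, 111.12 and 43.48 TPM in the Ela libraries. Rnu3a was listed at 0 with DMSO and at 38.06, 47.04 and 36.60 TPM with Ela. Rnu3b1 and Rnu3b2 carried the same values in each library, 213.36, 86.98 and 75.32 TPM with Ela, and Rnu3b3 had 1.67, 86.98 and 75.32 TPM. Equal values point to reads divided among copies of a sequence, so these entries are not independent. Each of the 5 U3 loci also has 2 Ensembl identifiers at nearly the same position, and in all 5 the DMSO libraries had TPM on 1 identifier only and the Ela libraries on the other only. Summed over all U3 entries, the DMSO libraries had 17.76, 24.58 and 11.25 TPM and the Ela libraries 466.45, 441.91 and 337.88 TPM, a log2 fold change of 4.51, so the switch of identifiers does not account for the rise. Groups whose values were estimated with different settings could give such a switch elsewhere too, but of the 30 other symbols with 2 identifiers and TPM in every library, 0 switched between the treatments (0%), and 24 of these have overlapping positions. Carry-over of small RNAs in general is a technical explanation too, and the 70 other small nucleolar and small nuclear RNAs had a median log2 fold change of 0.28, with 42 higher and 28 lower. The preparation of the libraries is not described in the paper's text, and reads from such short transcripts depend on it, so whether the rise may come from Ela or from handling was not settled by these tests.

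The lowest log2 fold changes, besides G6pc, belonged to short or assembled loci with a wide spread. The assembled locus MSTRG.119 fell by 4.22 on the log2 scale, from 73.57, 43.63 and 24.06 TPM to 7.17, 0.29 and 0.23 TPM. Gm13577 (-3.32) had 10.78, 59.71 and 3.33 TPM with DMSO and 1.9, 0 and 0.08 TPM with Ela. Gm27913 (-3.13) had 25.98, 24.60 and 12.45 TPM and then 0, 0 and 12.96 TPM, so its treatments overlapped. MSTRG.20692 (-2.20) had 13.55, 10.33 and 24.50 TPM and then 8.07, 3.77 and 0 TPM. The adjusted p of Gm13577, Gm27913 and MSTRG.20692 exceeded 0.05 in at least 1 fit that left out a library and with no filter on low TPM (0.0815, 0.114 and 0.143). After median ratio scaling it was 0.0578 for Gm27913 and 0.0803 for MSTRG.20692, and with the replicate block 0.0539 for MSTRG.20692. The cause was not tested, and no biological explanation was tested for these loci.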

How the results depend on the processing

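The choices listed in this part were fixed before the data were examined, except the corrections for GC content and length, the rescaling over nuclear protein-coding genes and the comparison of splits, which were chosen after the data were seen. The alternatives for counts (count tests, count normalizations and filters, and gene lengths for computing TPM) were not run, because the values are TPM.

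The number of changed genes, 5276, depended on the test. It was 3478 with the replicate number as a block (616 higher and 2862 lower, 3431 of them among the 5276), 2586 at an adjusted p of 0.01 (458 higher and 2128 lower) and 124 in the test against a 1.5-fold change (84 higher and 40 lower, with the same 124 for changes of at least 2-fold). Across the 6 fits that each left out one library it ranged from 3361 to 5164, with 582 to 904 genes higher and 2670 to 4345 lower. A pseudocount of 0.1 in place of 1 gave 513 genes with a change of at least 2-fold against 256, since it enlarges the changes of genes with a low TPM. Correction for GC content and length gave 5711 genes (750 higher and 4961 lower), the same with each library centred 3699 (1669 higher and 2030 lower), and with the replicate block 4326 (565 higher and 3761 lower). The cause was not tested.

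Direction depended on scaling. On the deposited TPM 17.7% of the changed genes were higher. The share was 53.9% after median ratio scaling (1980 higher and 1696 lower) and 53.2% after trimmed mean scaling (1918 higher and 1689 lower), and 26.7% when TPM was rescaled over nuclear protein-coding genes. Of the 3676 genes changed after median ratio scaling, 2631 were also changed on the deposited TPM, all 2631 in the same direction.

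Fig. 7A genes kept their directions, and between 12 and 13 of them passed in every alternative but the test against a 1.5-fold change, in which 9 passed. Of the other values of the 43 genes that were followed one by one, not all of which are named in the text, 607 of 653 kept their side of the threshold and 46 became weaker, 0 reversing. The cause was not tested.

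The gene lists depended on the assumed correlation between genes. At a correlation of 0.01, 16 of 24 lists, including those of Fig. 7A genes named from these libraries, had an adjusted p under 0.05. With the correlation estimated for each list 0 did, while 7 had an unadjusted p under 0.05. The estimate, from 6 libraries, gave an adjusted p of 0.137 for glycolysis (0.48 above all genes), 0.123 for NF-kB targets (0.96), 0.131 for immediate early genes (0.98), 0.157 for hypoxia genes (1.00) and 0.22 for MondoA and ChREBP targets (-0.61). Without the genes of Fig. 7A, MondoA and ChREBP targets lay at -0.38 and no longer passed. Genes of fatty acid oxidation passed as lower with fry, which asks whether the list changed at all and not whether it differs from other genes (-0.038, adjusted p = 0.00383), and with no filter on low TPM, where the median of all genes is closer to 0 (-0.21, adjusted p = 0.00783). Their difference from all genes ranged from -0.026 to 0.006 across the fits that left out one library, the highest without DMSO replicate 3. The cause was not tested. In the alternatives other than these, glycolysis, NF-kB targets, immediate early genes and hypoxia genes remained higher than other genes at an adjusted p under 0.05.

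Other splits of the 6 libraries were compared with the real one. The 4 splits that part all 3 same-numbered pairs include the real split, and in the other 6 only 1 pair is parted. Among the 4, only 1, the real one, was as large for the genes changed, the genes higher, the genes lower, the genes changed at least 2-fold, the Fig. 7A genes and the medians of the 6 lists discussed. The other splits of the 4 gave at most 2 changed genes, and all 9 others at most 5. The number of lists separated the real split less clearly, with 16 lists against up to 15 in the other splits of the 4, and over all 10 splits 2 were as large, since 1 of the others gave 19. Among the 4 splits the largest other shift was 0.17 for glycolysis against 0.48 and 0.03 for fatty acid oxidation against -0.04, and among all 10 it was 0.219 and 0.037, so the shift of fatty acid oxidation was hardly larger than another split gave. Since every other split mixes the treatments 2 to 1, it carries a diluted treatment difference and a larger spread within its groups, so these comparisons do not show what chance alone gives. A share under 0.1 is not possible with 10 splits.

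The depth of the libraries is unknown, so what depth limits was not measured. Rounding to 2 decimals and the pseudocount weigh more in genes with a low TPM, such as Pdk3, Gfpt2 and Fabp7, which did not pass the filter of 1 TPM in 3 libraries.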

Differences from the paper's values

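The TPM means in Fig. 7A, read by eye on an enlarged picture by the position of the bars between axis marks, were within the replicate SD or within 1.5 times of the values computed here for all 16 genes and both treatments. The reading was made after the values computed here were known. For G6pc with Ela the bar lies too close to the axis to be read to better than about 1 TPM. The fold changes at 6 h in Fig. 7B come from qRT-PCR, another assay of the same treatment, and 6 of 9 differed from the ratio of the mean TPM. The paper's text names no reference gene for these folds, though its primer list includes Actin, and the TPM ratios use none. For Hk1 the paper's fold is about 1.9 in Fig. 7B, read by eye, against 2.96 here, and of the alternatives set before the data were examined only leaving out Ela replicate 1 brought the values within the limits. For Hk2 the paper's fold is about 3.3 in Fig. 7B against 1.67, and for Ch25h about 4.9 in Fig. 7B against 1.94, and none of these alternatives closed either gap. For Pfkfb3 the paper's fold is about 3.1 in Fig. 7B against 1.96, and for Gfpt2 about 3.1 in Fig. 7B against 1.76. Median ratio scaling and trimmed mean scaling brought both within the limits, and leaving out single libraries did not. The same scalings moved 2 other genes outside the limits, Txnip (0.268 under both, against the paper's about 0.17 in Fig. 7B, read by eye) and Gys1 (3.46 and 3.47 against the paper's about 2.1 in Fig. 7B, read by eye), so the number of differing genes stayed at 6 of 9.

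Fabp7 differs in direction. The paper's qRT-PCR shows it higher after Ela, about 1.9 times the DMSO level in Fig. 7B, read by eye. Its TPM fell to 0.193 of the DMSO mean here, as in Fig. 7A, and no alternative closed the gap.

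The discussion states that genes involved in fatty acid oxidation were upregulated. The paper's results name Ffar4, Scd2 and Ch25h in this connection. These genes were higher here too (limma adjusted p = 0.000683, 0.0319 and 0.004), but they are not in the fatty acid oxidation list used here. Scd2, a desaturase gene, is in the list of fatty acid synthesis genes instead. Of the 31 genes in the list of fatty acid oxidation, 0 were higher and 14 lower at an adjusted p under 0.05 (2 and 18 at an unadjusted p under 0.05), and 5 were higher and 5 lower after median ratio scaling. Without the filter on low TPM 0 were higher and 9 lower (again 2 and 18 at an unadjusted p under 0.05). No scaling or filter tried gave a rise of the list relative to all genes.

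The marks in Fig. 7A come, by its legend, from an unpaired Student's t-test, with no adjustment over genes named. These marks and the limma adjusted p-values are therefore unlike measures. Scd2 carries no mark of significance in Fig. 7A, while limma gave it an adjusted p of 0.0319. Without the filter on low TPM the adjusted p of Scd2 rose to 0.108. Pdk3 and Gfpt2 are marked in Fig. 7A, and they were under the filter here. Without it their adjusted p-values were 0.0708 and 0.0545 over all genes and 0.0144 and 0.0104 over the 16 genes of Fig. 7A. Those 16 genes were named from these same libraries, so the lower values are not independent evidence.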

Other observations

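The tests of GC content and length (redefined once after their first result), mitochondrial messenger RNAs, sequence shared with mitochondrial genes, the lists of Txnip and G6pc, the difference between glycolysis and fatty acid oxidation genes and the splits of the libraries were chosen or read after the results they bear on were seen. The rescaling over nuclear protein-coding genes and the interferon and NRF2 lists were written down before their values were computed, but the patterns were noticed in the same data.

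More genes were lower than higher after Ela on the deposited TPM. Mitochondrial transcripts, their nuclear copies, small RNAs and assembled loci could lower all other TPM by taking a larger share, and nuclear protein-coding genes held between 81.8% and 82.8% of the TPM with DMSO and between 77.6% and 78.3% with Ela. Rescaled over those genes alone, their median log2 fold change was still -0.151 against -0.218 before, so this accounts for a part only. GC content is a second technical explanation. The log2 fold change rose with GC content across genes (Spearman's rho = 0.38, genes not being independent replicates), with a median of -0.38 in the fifth of genes with the lowest and -0.03 in the fifth with the highest GC content. Libraries of the same treatment differed along GC content by as much, with an absolute rho up to 0.521, and along transcript length with an absolute rho up to 0.217. The correction for both keeps each library's median, and its first form, with each library centred, sets the overall shift near 0 by design (a median of -0.03), so neither can show whether the overall fall comes from GC content or length. The fall cannot be told apart from either.

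The 2 mitochondrial ribosomal RNAs, chosen after their values were seen, rose more than other mitochondrial transcripts. mt-Rnr1 went from 966 ± 63.5 to 5610 ± 311 TPM and mt-Rnr2 from 468 ± 53.3 to 4300 ± 281 TPM (SD, n = 3 each), with log2 fold changes of 2.54 and 3.20. More mitochondrial RNA as a whole was one candidate explanation. Mitochondrial transcripts with their nuclear copies did take a larger share, between 11.0% and 11.7% of the TPM with DMSO and between 14.3% and 15.6% with Ela, and the 13 mitochondrial messenger RNAs had a median log2 fold change of 0.17, which is 0.39 above all genes (camera adjusted p = 0.000379). This is less than the rise of the ribosomal RNAs and could account for a part only. Reads shared with nuclear copies were another, and their test could not have moved the values. No other annotated gene shares a stretch of 31 bases with mt-Rnr1, and the 1 gene that shares such a stretch with mt-Rnr2 had almost no TPM, so the smaller log2 fold change of the sums, 2.54, is that of mt-Rnr1 itself. Copies outside annotated genes were not looked at, so the rise cannot be told apart from reads shared with them. How the libraries selected RNA is not stated in the paper's text, and a difference in that step between treatments was not tested.

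Among the mitochondrial messenger RNAs, mt-Co3 and mt-Nd3, also chosen after their values were seen, stood out with log2 fold changes of 2.02 and 1.53. Both have a copy on chromosome 1 of GRCm38 in GENCODE M21 that shares nearly all of their sequence, Gm28437 (from 24613189 to 24613971) and Gm28438 (from 24612775 to 24613119), and these copies were listed with 9150 and 2480 TPM with DMSO, far above the mitochondrial genes themselves. The sum of mt-Co3 and its copy had a log2 fold change of 0.69, so most of the apparent rise of mt-Co3 may come from how reads were divided. The sum of mt-Nd3 and its copy still rose by 1.01. Other messenger RNAs changed too when summed with their copies. The log2 fold change went from 0.36 to -0.33 for mt-Nd4l, from 0.17 to 0.39 for mt-Co2 and from 0.36 to 0.37 for mt-Atp6. The median of 0.17 of the mitochondrial messenger RNAs may therefore depend on how reads were divided.

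Interferon-stimulated genes fell while NF-kB targets rose. Ifit3 (29.4 to 9.30 TPM) and Gbp3 (37.1 to 13.9 TPM) were noticed first. A list of 33 other interferon-stimulated genes was then written, and 31 of them could be tested. Their median lay at -0.37 relative to all genes, 22 were lower and 0 higher at an adjusted p under 0.05 on the deposited TPM (23 and 0 at an unadjusted p under 0.05, and 16 lower and 1 higher after median ratio scaling), and camera gave an adjusted p of 4.64e-05 over the 2 lists added. The value was 1.4e-05 after correction for GC content and length and 3.38e-05 with the replicate block, in a range from 6.05e-07 to 3.38e-05 over the 5 alternatives tried for this list, which did not include an estimated correlation between genes. No other split of the libraries moved the list as far, with 0.222 as the largest other shift, but each other split carries a diluted treatment difference, and since 10 splits cannot give a share under 0.1 whatever the data, the fall cannot be told apart from chance by this count alone. Lower interferon signalling after Ela is a hypothesis that may account for this, found and tested on the same 6 libraries.

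NRF2 targets gave a less stable result. Srxn1 (525 to 209 TPM) and Osgin1 (797 to 319 TPM), which answer to oxidative stress, were noticed among the genes that fell. A list of 24 other NRF2 targets had a median of -0.16 relative to all genes and an adjusted p of 0.0497, which ranged from 0.00928 after correction for GC content and length (0.0491 with each library centred) to 0.135 after median ratio scaling, with 0.0576 for the replicate block and 0.0155 for the block with the correction. On the deposited TPM 14 were lower and 1 higher at a limma adjusted p under 0.05, and after median ratio scaling 8 were lower and 4 higher. The fall of the list thus passed in the test on the deposited TPM and in 3 of 5 alternatives, and did not in the other 2. The cause was not tested.

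The falls of Txnip and G6pc were compared with the lists they belong to. MondoA and ChREBP targets without the genes of Fig. 7A had an adjusted p of 0.0746. Gluconeogenesis genes without G6pc lay at -0.15 relative to all genes, with 5 of 7 lower and 1 higher at a limma adjusted p under 0.05 on the deposited TPM. With G6pc, 6 of 8 were lower and 1 higher on the deposited TPM. After median ratio scaling 1 of these 8 was lower and 2 were higher. The camera adjusted p of the list was 0.861 without G6pc, and with G6pc it was 0.412, so a fall beyond that of other genes was not shown, though 7 genes leave room for one. Over the alternatives the adjusted p ranged from 0.00462 with fry, which does not compare with other genes, to 0.861. Pck1, chosen after its values were seen, was at 0.62 ± 0.0624 TPM with DMSO and 0.67 ± 0.03 TPM with Ela (SD, n = 3 each).

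Glycolysis and fatty acid oxidation genes changed differently within the same libraries. The mean log2(TPM + 1) of the glycolysis list minus that of the fatty acid oxidation list was 0.45, 0.42 and 0.34 in the DMSO libraries and 1.05, 0.93 and 0.89 in the Ela libraries. The difference rose by 0.56, above its SD of 0.06 with DMSO and 0.08 with Ela, and the two-sided exact permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow. A factor common to all genes of a library moves both lists by nearly the same amount. A trend along GC content need not, and this difference was taken on the deposited TPM only. After correction for GC content and length, the glycolysis median stood 0.359 above that of all genes, against 0.476 before. The fatty acid oxidation median then stood at -0.054, against -0.038 before.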
